# Chronic insulin treatment of diabetes does not fully normalize alterations in the retinal transcriptome

**DOI:** 10.1186/1755-8794-4-40

**Published:** 2011-05-15

**Authors:** Georgina V Bixler, Heather D VanGuilder, Robert M Brucklacher, Scot R Kimball, Sarah K Bronson, Willard M Freeman

## Abstract

**Background:**

Diabetic retinopathy (DR) is a leading cause of blindness in working age adults. Approximately 95% of patients with Type 1 diabetes develop some degree of retinopathy within 25 years of diagnosis despite normalization of blood glucose by insulin therapy. The goal of this study was to identify molecular changes in the rodent retina induced by diabetes that are not normalized by insulin replacement and restoration of euglycemia.

**Methods:**

The retina transcriptome (22,523 genes and transcript variants) was examined after three months of streptozotocin-induced diabetes in male Sprague Dawley rats with and without insulin replacement for the later one and a half months of diabetes. Selected gene expression changes were confirmed by qPCR, and also examined in independent control and diabetic rats at a one month time-point.

**Results:**

Transcriptomic alterations in response to diabetes (1376 probes) were clustered according to insulin responsiveness. More than half (57%) of diabetes-induced mRNA changes (789 probes) observed at three months were fully normalized to control levels with insulin therapy, while 37% of probes (514) were only partially normalized. A small set of genes (5%, 65 probes) was significantly dysregulated in the insulin-treated diabetic rats. qPCR confirmation of findings and examination of a one month time point allowed genes to be further categorized as prevented or rescued with insulin therapy. A subset of genes (Ccr5, Jak3, Litaf) was confirmed at the level of protein expression, with protein levels recapitulating changes in mRNA expression.

**Conclusions:**

These results provide the first genome-wide examination of the effects of insulin therapy on retinal gene expression changes with diabetes. While insulin clearly normalizes the majority of genes dysregulated in response to diabetes, a number of genes related to inflammatory processes, microvascular integrity, and neuronal function are still altered in expression in euglycemic diabetic rats. Gene expression changes not rescued or prevented by insulin treatment may be critical to the pathogenesis of diabetic retinopathy, as it occurs in diabetic patients receiving insulin replacement, and are prototypical of metabolic memory.

## Background

Impairment or loss of vision due to diabetic retinopathy (DR) is one of the most debilitating complications of diabetes. Type 1 diabetes leads to some degree of diabetic retinopathy (DR) in approximately 95% of patients within 20 years of diagnosis [1,2], and the incidence of DR continues to increase due to the dramatic rise in the prevalence of Type 2 diabetes. Prevention by glycemic control through insulin replacement [3] and ablative laser surgery for advanced disease continue to be the standard of care. Currently there are no approved pharmacotherapeutic approaches for prevention and/or reversal of DR.

The Diabetic Control and Complications Trial (DCCT) demonstrated a significant reduction, but not elimination, of the development of diabetic complications in Type 1 diabetics through intensive insulin therapy as opposed to conventional insulin therapy [3]. The continuation study, Epidemiology of Diabetic Interventions and Complications (EDIC), revealed that patients formerly on conventional insulin therapy retained a higher risk for development of complications, including DR, even four [4] and ten [5] years after switching to intensive insulin therapy despite achieving equivalent glycosylated hemoglobin (HbA1c levels). This clinical phenomenon is also apparent with Type 2 diabetics as demonstrated by the United Kingdom Prospective Diabetes Study (UKPDS) where a "sustained legacy" of microvascular complication development was evident in the conventional treatment group despite being under intensive treatment recommendations for the past ten years [6]. As many Type I and II diabetes patients experience significant glycemic insults prior to diagnosis and/or do not achieve tight blood glucose control for a period of time after diagnosis, these studies suggest that these patients will be at a higher risk for complications development in the future even under intensive insulin therapy.

Animal models of diabetes demonstrate a similar phenomenon of DR development even with insulin therapy as the longitudinal clinical studies. Twenty years ago, retinopathy, as measured by retinal capillary aneurysms and lesions, was observed in dogs after 4.5 years of diabetes, despite good glycemic control for the last 2.5 years [7]. In rodent models of diabetes, islet cell transplantation after 6 weeks of diabetes, but not after 12 weeks of diabetes, reduced the development of DR when both groups were examined at 26 total weeks of diabetes [8]. A number of additional studies have examined this phenomenon at the level of retinal expression of specific genes and proteins in rodent models [9-11]. For example, in a Lewis rat STZ model, increased retinal expression of IL-1B, TNFα, ICAM-1 and iNOS with diabetes has been demonstrated to be prevented by good glycemic control, but once established can not be reversed by long-term insulin therapy [9]. In total, the clinical and basic research literature clearly supports the hypothesis that some retinal molecular alterations induced during a period of poor or no control cannot be reversed by subsequent good glycemic control and that other molecular alterations are not prevented from developing after initiation of insulin replacement. This phenomenon has been termed 'metabolic memory' [12]. The mechanisms through which metabolic memory is retained and the role of metabolic memory in DR disease development remain to be described [13]. The present study sought to address this hypothesis of persistent dysregulation of gene expression for the first time with whole genome analysis of retinal transcriptome with untreated diabetes and with insulin therapy.

## Methods

### Animal Methods

Animal studies were conducted using protocols approved by the Penn State Institutional Animal Care and Use Committee. Male Sprague-Dawley rats (Charles River, Wilmington, MA) were imported at 100-125 g body weights. After one week, rats were fasted overnight and diabetes was induced by intraperitoneal injection of 65 mg/kg streptozotocin (STZ; Sigma Aldrich, St. Louis, MO) in 10 mM sodium citrate vehicle, pH 4.5 as previously described [14-16]. Control rats received the same treatment, but were injected with an equal dose of vehicle only. Throughout the study, rats were maintained on a 12 hour light/dark cycle and had free access to food and water. To confirm induction of diabetes, blood glucose and body weight of all animals were assessed one week post-injection, and then biweekly throughout the study. Only STZ-injected rats with blood glucose levels >250 mg/dL at initial and subsequent testing were included in the diabetic groups.

Rats in the insulin treatment group received one 26 mg subcutaneous insulin pellet (LinShin Canada, Scarborough, Canada) delivered via trocar six weeks after induction of diabetes. An additional 26 mg implant was introduced when midday non-fasting blood glucose exceeded 250 mg/dL or when body weight exceeded 300 g. Control and untreated diabetic rats were treated similarly but received no insulin implants. Retinas for the insulin-treatment experiment (insulin-treated diabetic, untreated diabetic, and age-matched non-diabetic controls) were harvested at three months post-injection. A second set of rats (control and untreated diabetic groups only) were sacrificed one month after injection for use in the qPCR experiments.

At sacrifice, body weights were recorded and blood glucose concentrations and percent glycosylated hemoglobin were measured from tail-nick blood samples using a Lifescan glucose meter and Siemens DCA analyzer, respectively. Rats received a lethal 100 mg/kg dose of pentobarbital (Nembutal; Ovation Pharmaceuticals Inc., Deerfield, IL) by intraperitoneal injection. Corneas were hemisected and the lens and vitreous were removed. Whole retinas, including RPE, were rapidly excised with fine forceps and snap-frozen in liquid nitrogen for subsequent transcriptomic analysis. Throughout the study, all rats were maintained by the Penn State JDRF Animal Models Core in accordance with the Institutional Animal Care and Use Committee guidelines under specific pathogen-free conditions and monitored by quarterly sentinel testing.

### RNA isolation

Retinas were homogenized in 500 μL TriReagent (Molecular Research Center, Cincinnati, OH) by bead mill (Retsch TissueLyzer II, Qiagen, Valencia, CA) using 3 mm stainless steel balls at 30 Hz for 30 seconds, as previously described [14,16]. RNA was isolated from retinal homogenates using standard TriReagent/BCP disruption and phase separation. Following overnight precipitation by incubation with isopropanol at -20°C, RNA was purified using the Qiagen RNeasy Mini kit (Qiagen). Quantity and quality assessments were made by spectrometry (NanoDrop ND1000; Thermo Scientific, Wilmington, DE) and microfluidics chip (Agilent 2100 Expert Bioanalyzer Nano Chip, Agilent, Palo Alto, CA), respectively. Only samples with RNA integrity numbers >8 were used in analyses.

### Microarray analysis

Retinal transcriptomic analysis of insulin-treated diabetic, untreated diabetic, and age-matched non-diabetic rats (n = 8/group, three-month experiment) was performed using Illumina RatRef-12 microarray (Illumina, San Diego, CA) according to standard methods and as previously described [17,18]. First-strand cDNA was synthesized by reverse transcription from 500 ng input RNA by two-hour incubation at 42°C with T7 Oligo(dT) primer, 10 × First Strand buffer, dNTPs, RNase inhibitor, and ArrayScript. Second-strand cDNA was synthesized from first-strand cDNA by two hour incubation at 16°C with 10 × Second Strand buffer, dNTPs, DNA polymerase, and RNase H, purified using the Illumina TotalPrep kit (Ambion, Foster City, CA) according to manufacturer's protocols and eluted in 18 μL 55°C nuclease-free water. cRNA was synthesized from second-strand cDNA using the MEGAscript kit (Ambion), and labelled by incubation for 14 hours at 37°C with T7 10 × Reaction buffer, T7 Enzyme mix, and Biotin-NTP mix. Following purification with the Illumina TotalPrep RNA Amplification kit (Ambion) according to manufacturer's instructions, cRNA yields were quantitated using a NanoDrop ND1000 spectrometer. Biotinylated cRNA (750 ng) was hybridized to RatRef-12 BeadChips by incubating for 20 hours at 58°C at a rocker speed of 5. After incubation, BeadChips were washed and streptavidin-Cy3 stained, dried by centrifugation at 275 × g for 4 minutes and scanned and digitized using a Bead Station Bead Array Reader.

After initial quality control of arrays, three arrays from the diabetic group and one from the insulin-treated diabetic group were eliminated for high background, low wash stringency or due to large blemishes on the array. Average normalization with background subtraction was performed in GenomeStudio software (Illumina) and flat files were imported into GeneSpring GX11 (Agilent) software for data analysis. Using detection p-values generated by GenomeStudio, probes were filtered for only those with present or marginal calls in 100% of the samples in at least one of the three experimental groups. This ensured that 1) transcripts not reliably detected in the experiment were excluded from statistical analysis, and 2) that genes potentially expressed in only one experimental animal group (i.e., in non-diabetic, diabetic, or insulin-treated diabetic rats only) were retained. Differential gene expression was determined using a combination of pair-wise statistical p-value (t-test, P < 0.05) and |fold-change| cutoff >1.2 fold between non-diabetic and diabetic groups according to standards in the field [19] and as previously described [17,18]. All of the genes differentially expressed between the non-diabetic and diabetic groups were then further classified by the expression in the insulin-treated diabetic group. Genes significantly altered with diabetes were classified as not normalized, partially normalized, normalized, or inverted by insulin replacement. The full microarray dataset is available in the Gene Expression Omnibus, accession# GSE24423. Network analysis of differentially-expressed genes not normalized with insulin treatment was performed using Ingenuity Pathway Analysis software (Ingenuity Systems, Redwood City, CA) to identify potential networks/pathways of interest among these genes. Gene Set Analysis [20] was performed using GeneSpring GX with minimum set size of 10 and a p-value of <0.05, and Benjamini Hochberg false discovery rate (FDR) correction. Comparison gene sets were downloaded from MSigDB (Broad Institute) for Gene Ontology (c5, 1454 gene sets) and motif gene sets (c3, 836 gene sets).

### Quantitative RT-PCR

qPCR analysis of targets of interest was performed as previously described, using TaqMan Assay-On-Demand (Applied Biosystems, Foster City, CA) gene-specific primers and probes and a 7900 HT Sequence Detection System (Applied Biosystems) [14,16]. Both one month (non-diabetic and diabetic) and three month (non-diabetic, diabetic, and insulin-treated diabetic) were analyzed by qPCR. Relative gene expression was calculated with SDS 2.2.2 software using the 2^-ΔΔCt ^analysis method with β-actin as an endogenous control. β-actin expression was determined to be unchanged between animal groups in a preliminary absolute quantitation experiment (data not shown). For a full list of primer/probe sets, see Additional File 1. Based on the qPCR results, genes were subdivided into "rescue" and "prevention" categories depending on whether a significant change in transcript was or was not evident at the one month time point, respectively.

### Immunoblot analysis

Soluble protein was isolated from retinas contralateral to those used in the three month qPCR analysis by homogenization in 250 μL detergent-based protein lysis buffer (2.5 mM HEPES, 1 mM EDTA, 100 mM NaCl, 1 mM dithiothreitol, 1% Tween 20, 1 mM Na_3_VO_4_, 2 protease inhibitor tablets/15 mL). Insoluble material was removed by centrifugation at 10,000 × g for 10 minutes at 4°C. Protein concentrations were determined by Pierce BCA assay. Protein samples (20 μg) were separated on Criterion 4-20% gradient gels (Bio-Rad, Hercules, CA) and transferred to PVDF membranes (GE Healthcare). Membranes were incubated with primary antibodies [CCR-5 (sc-17833), Jak3 (sc-6932), and Litaf (sc-166719) from Santa Cruz Biotechnology, Santa Cruz, CA] and HRP-conjugated anti-mouse IgG (ThermoFisher Scientific, Waltham, MA), anti-mouse IgA (Santa Cruz Biotechnology), or anti-rabbit IgG (GE Healthcare) secondary antibodies. Blots were developed on film (ThermoFisher Scientific) using enhanced chemiluminescence (Pierce, Rockville, IL) and images were analyzed by digital densitometry using ImageQuant TL software (GE Healthcare). Resultant immunoblot data was standardized to the corresponding whole-lane densitometric volume of the total protein stained gel as described previously [21].

### Statistical Analysis

Microarray data were filtered and analyzed as described above. For all qPCR experiments, the data for individual samples were normalized to the corresponding β-actin signal. Statistical analyses were performed using SigmaStat 3.5 software, with two-tailed t-tests for pairwise comparisons (i.e., one-month diabetic vs. non-diabetic) and one-way ANOVA with Student Newman Keuls post-hoc tests for multiple group comparisons (i.e., three-month diabetic vs. insulin-treated diabetic vs. non-diabetic). Statistical significance was determined by P < 0.05. Pearson correlations between gene expression levels and blood glucose or percent glycosylated HbA1c utilized a P < 0.05 to determine significance.

## Results

### Animal Results

At sacrifice, diabetic rats were hyperglycemic compared to both non-diabetic rats and insulin-treated diabetic rats (Figure 1A). No differences at sacrifice in blood glucose were observed between non-diabetic and insulin-treated diabetic rats. Glycosylated hemoglobin levels were also elevated in diabetic rats (Figure 1B). Insulin-treated diabetic rats had significantly lower levels of glycosylated hemoglobin compared to diabetic rats but slightly elevated levels compared to non-diabetic rats. Rats in the diabetic group were underweight as compared to both non-diabetic and insulin-treated diabetic groups (Figure 1C). The mean weights of the insulin-treated diabetic rats were also less than those of the non-diabetic group.

**Figure 1:**
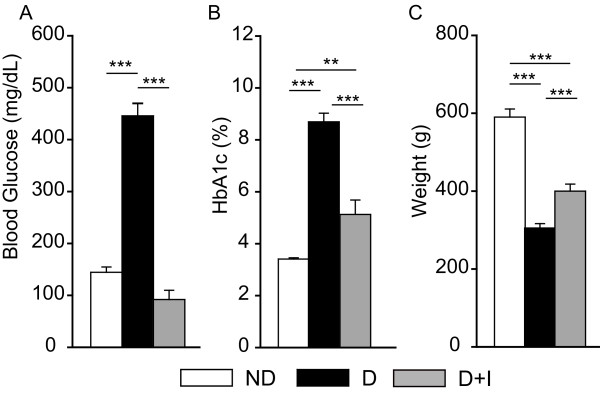
**Biometric data for experimental groups**. At sacrifice, blood glucose levels (A) were significantly higher in the diabetic rats than the control and insulin-treated groups. Similarly, glycosylated hemoglobin levels (B) were elevated in diabetic rats as compared to controls and insulin-treated diabetic rats. Diabetic rats were also underweight (C) as compared to controls and insulin-treated diabetic groups. One-way ANOVA, Student Newman Keuls pair-wise post-hoc test, **P < 0.01, ***P < 0.001, n = 7-10/group.

At the one month timepoint used in the qPCR confirmation experiments, diabetic rats had significantly elevated blood glucose at sacrifice (321 ± 16 diabetic, 114 ± 12 non-diabetic, P < 0.001, t-test). The one month-diabetic rats were also underweight compared to non-diabetic controls (264 ± 16 diabetic, 391 ± 9 non-diabetic, P < 0.001). Glycosylated hemoglobin levels were not measured in the one month experiment.

### Transcriptome Profiling Results

11,040 probes, out of the 22,523 probes on the arrays, passed the criteria for detectable expression. 

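Retinal RNA of 19 rats was analysed here on 1 array each, collected 3 months after injection. There were 7 non-diabetic controls, 5 diabetic rats given streptozotocin at 65 mg/kg and 7 insulin-treated diabetic rats, which received insulin pellets of 26 mg from week 6. The arrays lay on 2 BeadChips, the glass slides that carry up to 12 arrays each. BeadChip 1 held 3 controls, 2 diabetic and 4 insulin-treated rats, and BeadChip 2 held 4, 3 and 3. The authors subtracted the background and scaled every array to the same mean signal in GenomeStudio (average normalization), and for each array these signals were a straight-line function of the non-normalized ones, within 0.01. The mean non-normalized signal per array ranged from 337 to 433 (median 405) in controls, from 318 to 409.9 (median 376) in diabetic rats and from 307 to 475 (median 367) in insulin-treated diabetic rats. A detection p under 0.05 was found for 11321 to 11593 probes per control array, 11320 to 11824 per diabetic array and 11239 to 11684 per insulin-treated array. Of 22517 probes, 10718 passed this detection p on every array of at least 1 group, and 7429 of these carry a gene symbol in the annotation used. The other 3289 are counted but not named, and Gfap, Ssh3 and Car14 are among the genes without a named probe. Signals under 10 were set to 10 and all were put on the log2 scale. Pairs of arrays of 1 group were correlated across the probes with a detection p under 0.05 on all 19 arrays. The correlations were 0.980 to 0.991 in controls, 0.962 to 0.986 in diabetic rats and 0.979 to 0.991 in insulin-treated diabetic rats. All 3 groups entered 1 limma model, and "adjusted p" below is Benjamini-Hochberg adjusted over the detected probes unless stated otherwise. Lists of genes were tested with camera at a preset correlation of 0.01, which compares a list with all other genes, adjusted over 32 lists. No list kept its call with a correlation estimated from these arrays in any of the 3 comparisons (0 in each), and those adjusted p are given beside each call.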

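Diabetic retinas held more Tnfrsf12a and Hmox1 mRNA and less Ears2 and Bcl2l10 mRNA than retinas of non-diabetic controls. Tnfrsf12a, the receptor of the cytokine TWEAK, rose by 1.58 on the log2 scale (standard error 0.30, adjusted p = 0.00994) and lay above the control mean in 5 of 5 diabetic rats. Hmox1, which degrades heme under oxidative stress, rose by 1.97 (standard error 0.50, adjusted p = 0.0398), also in 5 of 5 rats. Ears2, which charges the mitochondrial tRNA for glutamate, fell by 1.21 (standard error 0.15, adjusted p = 0.00196), and Bcl2l10, an apoptosis regulator of the Bcl-2 family, fell by 1.23 (standard error 0.21, adjusted p = 0.00725). Atf3 and Chac1, targets of the stress factor ATF4, fell by 1.31 (adjusted p = 0.0398) and 1.32 (adjusted p = 0.0396), and Ppara, a nuclear receptor that controls fatty acid oxidation, fell by 0.83 (adjusted p = 0.0451), each below the control mean in 5 of 5 diabetic rats. With the BeadChip as a block the adjusted p of these 7 genes lay between 0.00111 (Ears2) and 0.0477 (Ppara), and each moved the same way on both BeadChips, from -2.02 and -0.83 for Chac1 to 3.96 and 0.64 for Hmox1 on BeadChips 1 and 2. Over the alternatives the adjusted p ranged from 2.36e-05 to 1 for Ears2 and from 0.0213 to 0.201 for Ppara. Of 24 measured immediate early genes, 5 were higher, among them the transcription factors Klf4 at 0.84 (adjusted p = 0.00877) and Junb at 0.55 (adjusted p = 0.0398) and the stress gene Ier3 at 0.41 (adjusted p = 0.0398), and 1 was lower (Atf3). Adjusted over the list alone, 10 were higher and 1 lower, and the list rose by a mean of 0.10 (camera adjusted p = 0.000331, adjusted p = 0.162 with an estimated correlation). Of 25 genes of the oxidative stress and NRF2 response 1 was higher, Hmox1, and 0 lower by limma (4 higher and 2 lower at an unadjusted p, 2 higher when adjusted over the list alone), and the list rose by a mean of 0.18 (camera adjusted p = 0.00444, adjusted p = 0.162 with an estimated correlation), by 0.38 on BeadChip 1 and 0.014 on BeadChip 2. Genes of basement membrane and matrix rose by a mean of 0.22 (adjusted p = 0.00773, adjusted p = 0.401 with an estimated correlation), although 0 of 16 passed limma alone (4 at an unadjusted p, 1 adjusted over the list alone), by 0.41 on BeadChip 1 and -0.0057 on BeadChip 2. The 68 measured ribosomal protein genes rose by a mean of 0.069 (camera adjusted p = 2.16e-05, adjusted p = 0.462 with an estimated correlation), a call that ended after quantile normalization, neqc and without diabetic replicate 2. The 68 genes of the respiratory chain had a mean of 0.0060 (camera adjusted p = 0.0423, adjusted p = 0.584 with an estimated correlation), which turned negative without diabetic replicate 2. On the same arrays 11 genes of the lens, a tissue that the methods remove at dissection, stood higher in the diabetic rats by a mean of 1.46 (camera adjusted p = 6.45e-05, adjusted p = 0.401 with an estimated correlation), by 3.56 on BeadChip 1 and -0.018 on BeadChip 2, with 5 at an unadjusted p and 0 by limma's adjusted p. With the lens genes' mean as a covariate the list means were 0.072 for oxidative stress, 0.053 for basement membrane, 0.11 for immediate early genes and 0.030 for ribosomal proteins. Exact permutation tests of the rats' mean scores, not adjusted for the number of lists, gave p = 0.135 for immediate early, 0.0442 for oxidative stress, 0.255 for basement membrane, 0.42 for ribosomal protein, 0.904 for respiratory chain and 0.155 for lens genes.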

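Over all detected probes, 299 changed at an adjusted p under 0.05 from limma, of which 95 were higher and 204 lower in diabetic retinas, and 221 carry a gene symbol. Without 1 array the count lay between 104 and 387, and 9 of 19 arrays moved it by more than 1.5 times. At an unadjusted p under 0.05 there were 2230. At an unadjusted p under 0.05 and a fold change over 1.2, 1534 probes passed, 445 higher and 1089 lower, and 1119 passed at an unadjusted p under 0.02. Simulated groups without any change gave 352 at an unadjusted p under 0.05 with this fold change on average and 1176 at most over 100 draws. The split between higher and lower moved with the scaling. Higher probes made up 31.8% of the changed ones here, 56.5% of 283 after quantile normalization, 56.3% of 316 after neqc and 59.5% of 257 with non-normalized signals centred on their median, where 727 probes passed the fold threshold. With the BeadChip as a block 316 probes changed, 154 did by the methods' t-test, 23 by its version for unequal variances, 21 within BeadChip 1 and 0 within BeadChip 2, where 1532 passed an unadjusted p.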

A total of 1,376 probes were determined to be differentially expressed between the non-diabetic and diabetic groups (P < 0.02, |fold change| >1.2). Probes differentially expressed between non-diabetic and diabetic groups were then clustered into Not Normalized, Partially Normalized, Normalized, and Inverted expression groups based on whether there was a significant difference in expression between non-diabetic and insulin-treated diabetic groups (Figure 2). 

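The distance of each retina from the controls was summarised over the probes that changed with diabetes. The score of a retina is the mean over these 299 probes of its difference from the control mean, signed by the direction of the diabetic change, in percent of the mean diabetic score. Every diabetic and every control array was scored with a probe list and a control mean made without it. Insulin-treated diabetic rats scored 9.53% ± 20.9 (SD, n = 7), from -8.56 to 41.5%. Control rats scored 21.8% ± 17.0 (SD, n = 7) and diabetic rats 100% ± 33.2 (SD, n = 5). Both insulin-treated and control rats lay below the diabetic rats (exact two-sided permutation tests, p = 0.00126 each, the smallest that these group sizes allow), and insulin-treated and control rats did not pass the test of their difference (exact p = 0.245). On BeadChip 1 and BeadChip 2 the means were 22.1% and -7.22% for insulin-treated, 8.16% and 32.1% for control and 92.9% and 105% for diabetic rats. Ciita, the master regulator of MHC class II transcription, is 1 of these genes (diabetic against control adjusted p = 0.0101, below the control mean in 5 of 5 rats). Its mean log2 signal was 5.98 ± 0.28 (SD, n = 7) in controls, 4.66 ± 0.82 (SD, n = 5) in diabetic and 6.13 ± 0.20 (SD, n = 7) in insulin-treated diabetic rats. Map4k1, a kinase of blood cell signalling, had 4.23 ± 0.30, 4.87 ± 0.33 and 4.55 ± 0.25 in the same order. Of the probes past the study thresholds, 5.48% fell in the Not Normalized, 29.1% in the Partially Normalized, 63.9% in the Normalized and 1.56% in the Inverted group. The median part of the diabetic log2 change left in insulin-treated rats was 83.7%, 40.4%, -6.65% and -95.3%, figures that the groups' own definitions shape.

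**Figure D1:**
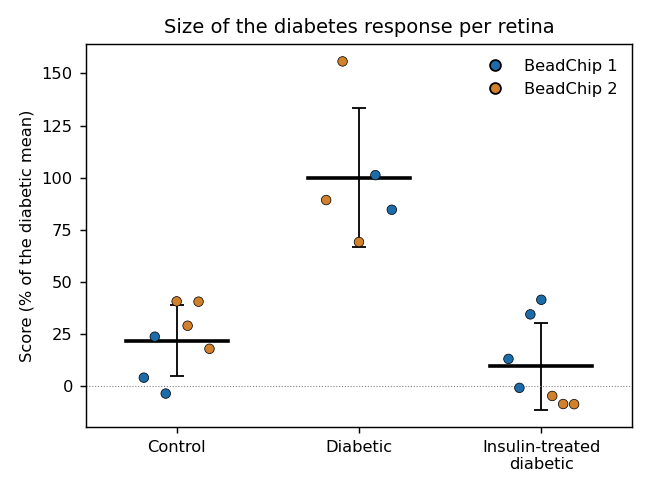
Score of each retina over the probes changed with diabetes, in percent of the diabetic mean, by group. Points are rats coloured by BeadChip, bars are means and error bars SD; insulin-treated rats lie between -8.56 and 41.5% and diabetic rats between 69.2 and 156%.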

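Mean metallothionein, thioredoxin-interacting protein and ladinin mRNA stood above the control level in both groups of diabetic rats. None of them passed the adjusted p in insulin-treated rats, and ladinin passed it in neither group. Mt1, which binds zinc and other metals, rose with diabetes by 1.04 on the log2 scale (standard error 0.23, adjusted p = 0.0292) and lay 0.80 above control in insulin-treated rats (standard error 0.21, adjusted p = 0.225), in 7 of 7 insulin-treated rats. Txnip, which binds thioredoxin and responds to glucose, rose by 0.94 (standard error 0.23, adjusted p = 0.0396) and differed by 0.53 with insulin (adjusted p = 0.418, above the control mean in 6 of 7 rats). Qprt, an enzyme of NAD synthesis, rose by 0.94 (standard error 0.23, adjusted p = 0.0394) and differed by 0.58 with insulin (adjusted p = 0.339), and its dimmer probe had a diabetic log2 fold change of 0.67. Lad1, an anchoring filament protein, had 0.98 (adjusted p = 0.0517) and 0.86 (adjusted p = 0.229) in the 2 comparisons. Crh, corticotropin-releasing hormone, and Spc25, a kinetochore protein, fell with diabetes by 1.38 (adjusted p = 0.00641) and 0.70 (adjusted p = 0.00641), each in 5 of 5 rats, and with insulin they differed from control by -0.45 (adjusted p = 0.515) and -0.36 (adjusted p = 0.229). The dopamine receptor gene Drd5 fell by 0.68 (adjusted p = 0.0394; -0.35 and adjusted p = 0.487 with insulin) and the connexin gene Gja5 by 0.63 (adjusted p = 0.0313; -0.45 and adjusted p = 0.229). The lipid transporter gene Abca7 rose by 0.53 (adjusted p = 0.0316; 0.31 and adjusted p = 0.309), and Gpsm3, a regulator of G protein signalling, by 0.92 (adjusted p = 0.00725; 0.35 and adjusted p = 0.437). Mt1, Txnip, Qprt, Lad1 and Drd5 are genes the study chose on these arrays, so their direction here is not independent evidence. On BeadChips 1 and 2 the difference between insulin-treated and control rats was 0.30 and 1.27 for Mt1 and 0.61 and 0.41 for Txnip, and with the BeadChip as a block the adjusted p of the named genes in this comparison lay between 0.269 (Gja5) and 0.581 (Crh). Over the alternatives it ranged from 0.0553 to 0.498 for Mt1. By unadjusted limma p and fold change, 84 probes differed from control in the same direction in both groups, 21 higher and 63 lower. By adjusted p 18 of them passed in the diabetic and 0 in the insulin-treated comparison. The counts under other scalings were 89 after quantile normalization with 61 higher, 50 after neqc with 30 higher and 26 with non-normalized signals centred on their median, 18 of them higher, and 77 with the BeadChip as a block. Both comparisons use the same controls. Simulated groups without any change gave 54.4 such probes on average and 279 at most over 100 draws, but from shorter diabetic lists (a mean of 352 probes, against 1534). Independent lists as long as the real ones would share 57.4 in the same direction, but without shared controls, so neither reference matches both. The controls were also split into odd and even replicate numbers, 1 part for each comparison. The real data then gave 21 probes in the same and 69 in opposite directions in 1 assignment, and 39 and 13 in the other. Against the control mean, lens genes stood at -2.57 and -1.85 in odd replicates 1 and 3. They stood at 0.74 and 0.45 in odd replicates 5 and 7 and from 0.63 to 1.82 in even ones.

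**Figure D2:**
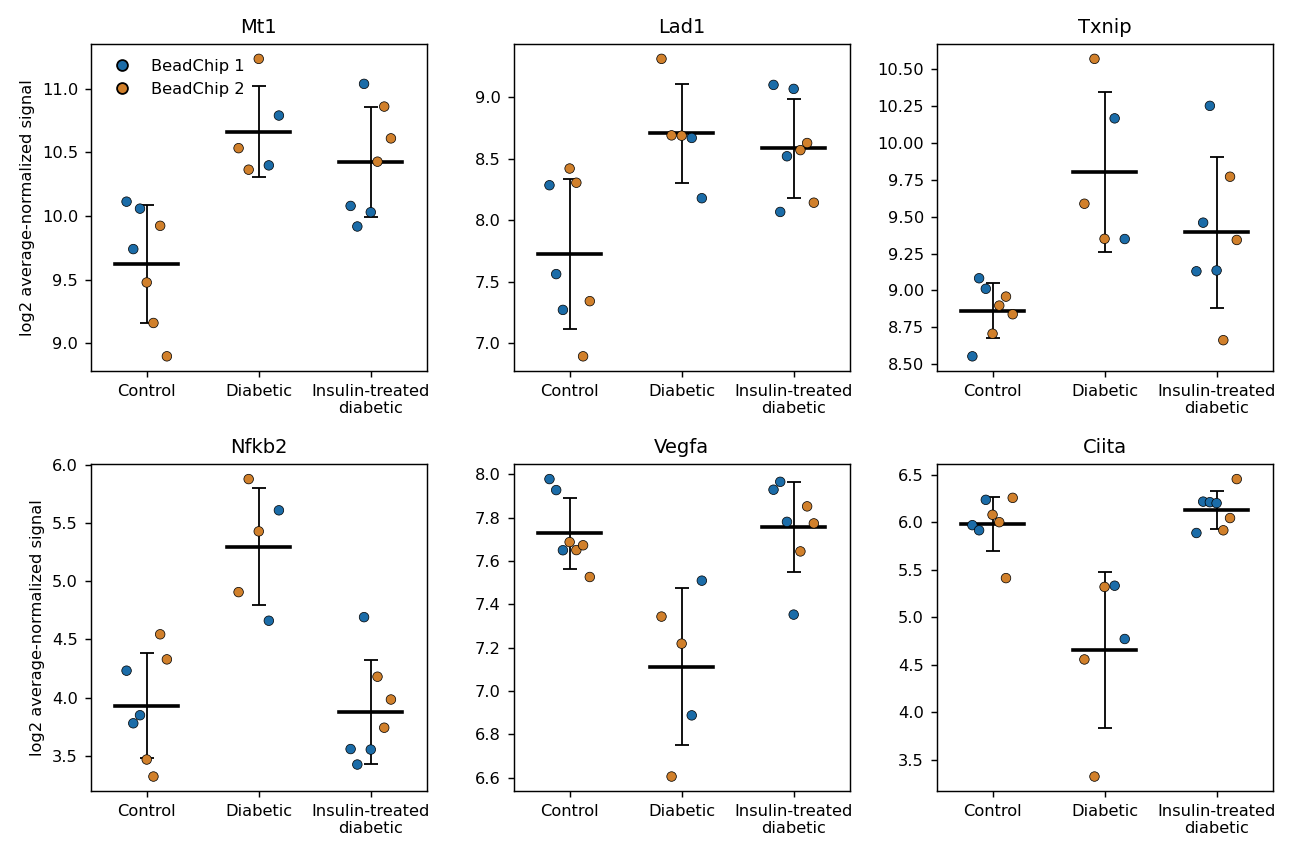
Log2 average-normalized signals of Mt1, Lad1, Txnip, Nfkb2, Vegfa and Ciita in each rat, by group. Points are rats coloured by BeadChip, bars are means and error bars SD; for Mt1 the means are 9.62 in control, 10.66 in diabetic and 10.42 in insulin-treated diabetic rats.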

Not Normalized probes (65, Additional file 2) were those for which there was a significant difference in the same direction between the non-diabetic group and both the diabetic and insulin-treated diabetic groups. 

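The mRNA of Gadd45b, Xrcc1 and Nsmce3 changed with diabetes and stood between the diabetic and the control level in insulin-treated rats. Gadd45b, induced by DNA damage and stress, rose with diabetes by 0.46 on the log2 scale (standard error 0.11, adjusted p = 0.0394) in 5 of 5 rats and stood at 0.25 with insulin (adjusted p = 0.442). Xrcc1, a scaffold of single-strand break repair, rose by 0.29 (standard error 0.061, adjusted p = 0.0183) and stood at 0.15 (adjusted p = 0.335). Nsmce3, a subunit of the SMC5-SMC6 repair complex, fell by 0.33 (standard error 0.062, adjusted p = 0.00949) and stood at -0.074 (adjusted p = 0.805). In direct comparison with diabetic rats the insulin-treated rats differed by -0.21 (adjusted p = 0.241), -0.14 (adjusted p = 0.135) and 0.26 (adjusted p = 0.0163) for these 3 genes, the last with a fold change under 1.2. Rell2, a relative of TNF receptors, rose by 0.40 (adjusted p = 0.0394), and the immunoglobulin superfamily gene Igsf1 and the heat shock co-chaperone gene Dnajb1 fell by 0.39 (adjusted p = 0.0313) and 0.40 (adjusted p = 0.0444), each in 5 of 5 diabetic rats. Rce1, a protease that processes prenylated proteins, fell by 0.30 (adjusted p = 0.0378), and Echs1, an enzyme of fatty acid oxidation, by 0.34 (adjusted p = 0.0456). Blocking by BeadChip gave adjusted p for these diabetic changes between 0.0123 (Nsmce3) and 0.0489 (Dnajb1). Over the alternatives it ranged from 0.0029 to 0.0809 for Nsmce3 and from 0.0328 to 0.132 for Dnajb1. Each of the 8 genes moved the same way on both BeadChips. In all, 446 probes met this definition, 121 higher and 325 lower with diabetes, and 26 passed limma's adjusted p in that comparison. With other scalings there were 366 probes (197 higher) after quantile normalization, 334 (183 higher) after neqc and 208 (137 higher) with non-normalized signals centred on their median, and 449 with the BeadChip as a block.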

Partially Normalized probes (514, Additional file 3) were those with a statistically significant change between the non-diabetic and diabetic groups that was sufficiently normalized for there to be no significant difference between the non-diabetic and insulin-treated diabetic comparison but not normalized to an extent where there was a significant difference between untreated diabetic and insulin-treated diabetic groups. 

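Diabetic changes of a secreted ribonuclease, an actin-binding protein and an amino acid transporter turned back with insulin. Rnase4 rose with diabetes by 1.40 on the log2 scale (standard error 0.34, adjusted p = 0.0373) and fell from the diabetic to the insulin-treated rats by 1.09 (adjusted p = 0.0456). Tagln2, which binds actin, rose by 1.06 (standard error 0.25, adjusted p = 0.0373) and fell by 1.12 with insulin (adjusted p = 0.0132). Slc7a1, the transporter of cationic amino acids, fell by 0.90 with diabetes (standard error 0.23, adjusted p = 0.0428) and rose by 0.94 with insulin (adjusted p = 0.0177). All 7 insulin-treated rats lay on the control side of the diabetic mean for each of these genes. Cidea, a lipid droplet protein, rose with diabetes by 1.06 (adjusted p = 0.0359) and fell by 0.83 with insulin (adjusted p = 0.0417), and P3h4, which takes part in collagen modification, rose by 1.03 (adjusted p = 0.0316) and fell by 1.06 (adjusted p = 0.012). Ybx2, an RNA-binding protein, rose by 1.09 (adjusted p = 0.0373) and fell by 1.05 (adjusted p = 0.0177). Among the genes that fell with diabetes, the protocadherin Pcdhga2 fell by 0.93 (adjusted p = 0.0339) and rose by 0.80 with insulin (adjusted p = 0.0269), the macrophage protein gene Cd5l by 0.91 (adjusted p = 0.00641) and 0.65 (adjusted p = 0.014), and Herpud1, a component of protein degradation at the endoplasmic reticulum, by 0.56 (adjusted p = 0.0243) and 0.50 (adjusted p = 0.0164). A BeadChip block put the adjusted p of the insulin effect on these genes between 0.0111 (P3h4) and 0.0548 (Rnase4, whose call ended there). On BeadChips 1 and 2 that effect was -1.05 and -1.10 for Rnase4 and -1.46 and -0.73 for P3h4, and over the alternatives its adjusted p ranged from 0.0146 to 0.124 for Rnase4. Of the 980 probes that met this definition 288 were higher and 692 lower in diabetic rats, and 248 passed limma's adjusted p for diabetes and 587 for insulin against diabetes. Of all detected probes, 241 passed the adjusted p in both comparisons, and 241 of them in opposite directions; the 2 comparisons share the diabetic arrays, which pushes their changes apart. The count was 850 (380 higher) after quantile normalization, 717 (349 higher) after neqc, 483 (265 higher) with non-normalized signals centred on their median and 984 with the BeadChip as a block.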

Normalized probes (789, Additional file 4) were significantly regulated in the non-diabetic versus diabetic comparison and the diabetic versus insulin-treated diabetic comparison. 

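Placental growth factor and a GABA receptor subunit rose with diabetes and stood below control in insulin-treated rats. Pgf, a VEGF family ligand, rose by 1.44 on the log2 scale in diabetic rats (standard error 0.33, adjusted p = 0.0316) and was -0.86 against control with insulin (adjusted p = 0.304), below the control mean in 7 of 7 rats. Gabra5, a subunit of the GABA-A receptor, rose by 0.67 (standard error 0.17, adjusted p = 0.0394) and was -0.33 with insulin (adjusted p = 0.538). The laminin chain gene Lama5 had 0.97 with diabetes (adjusted p = 0.225) and -1.31 with insulin (adjusted p = 0.253), the activin antagonist gene Fstl3 0.78 (adjusted p = 0.154) and -0.82 (adjusted p = 0.292), and the lipid antigen presenter gene Cd1d1 0.71 (adjusted p = 0.129) and -0.53 (adjusted p = 0.514). In the other direction, Coq7 of ubiquinone synthesis had -0.55 (adjusted p = 0.174) and 0.78 (adjusted p = 0.222), and the ubiquitin ligase subunit gene Fbxl12 -0.44 (adjusted p = 0.0989) and 0.41 (adjusted p = 0.275). Directly against diabetic rats, Pgf fell by 2.29 in insulin-treated rats (standard error 0.33, adjusted p = 0.00136), Lama5 fell by 2.28 (standard error 0.45, adjusted p = 0.00719) and Coq7 rose by 1.33 (standard error 0.23, adjusted p = 0.00341), each in 7 of 7 rats. In this last comparison the adjusted p with the BeadChip as a block was 0.00267 for Pgf and 0.00986 for Lama5, and over the alternatives it ranged from 3.91e-05 to 0.125 and from 0.00235 to 0.0547. Within BeadChips 1 and 2 the insulin-treated rats stood at -2.32 and -2.32 for Pgf. By unadjusted p and fold change 24 probes met this definition, 15 higher and 9 lower with diabetes, 3 of them past limma's adjusted p for diabetes and 0 for insulin against control. The count was 24 after quantile normalization (16 higher), 17 after neqc (12 higher), 10 with non-normalized signals centred on their median (9 higher) and 21 with the BeadChip as a block, and simulated groups without any change gave 0.47 on average. Independent lists as long as those of the 2 comparisons would share 36.4 probes in opposite and 57.4 in the same direction. The real comparisons share their controls, which makes opposite changes rarer than in independent lists.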

A small number of probes (8, Additional file 5) displayed an Inverted profile in which the induction or reduction in the non-diabetic versus diabetic comparison flipped to a significant reduction or induction in the non-diabetic versus insulin-treated diabetic comparison.

**Figure 2:**
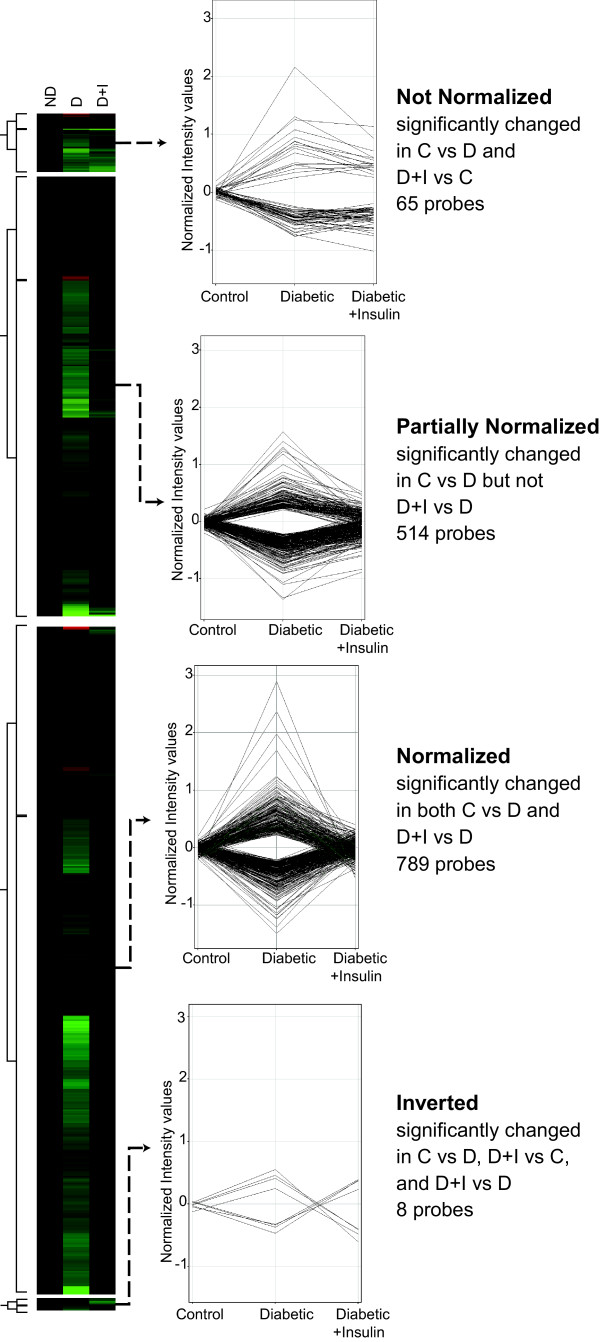
**Microarray analysis**. Retinal RNA from control (n = 8), diabetic (n = 5) and insulin-treated diabetic (n = 7) rats collected after the 3 months experimental paradigm were analyzed by Illumina Rat Ref12 microarray. 11,040 of 22,523 probes on the microarray had detectable signals. The 1,376 probes determined to be differentially expressed (P < 0.05, |fold change| >1.2) between control and diabetic animals were clustered according to expression in the insulin-treated diabetic group into Not Normalized, Partially Normalized, Normalized, and Inverted expression groups.

Analysis of gene networks extends the finding of sets of genes with differential patterns of expression in response to insulin therapy. For example, an inflammation related network of diabetes changes with nodes of Vegf, Pdgf, and NFkB was evident in the comparison of diabetics to non-diabetic controls (Figure 3A). This network was insensitive to insulin therapy (i.e., Not Normalized) (Figure 3B). 

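Vascular endothelial growth factor mRNA was lower and an NF-kB subunit higher in diabetic retinas. Vegfa, the main angiogenic and permeability factor, fell by 0.61 on the log2 scale (standard error 0.14, adjusted p = 0.0284), below the control mean in 5 of 5 diabetic rats. Nfkb2, the p100 subunit of the noncanonical NF-kB pathway, rose by 1.36 (standard error 0.25, adjusted p = 0.00877) in 5 of 5 rats. Rela, the p65 subunit, had a log2 fold change of -0.024 (standard error 0.11, adjusted p = 0.922) and Mapk8, which encodes JNK1, -0.12 (standard error 0.20, adjusted p = 0.759). Pdgfb was detected on 0 of 19 arrays and Nfkb1 on 7 of 19, so neither was tested. In the model with a BeadChip block the adjusted p was 0.03 for Vegfa and 0.0116 for Nfkb2, with -0.65 and -0.58 for Vegfa and 1.18 and 1.49 for Nfkb2 on BeadChips 1 and 2. Over the alternatives the adjusted p ranged from 0.0158 to 0.247 for Vegfa and from 0.00588 to 0.426 for Nfkb2. Genes of interferon signalling and antigen presentation rose in diabetic rats by a mean of 0.62 (camera adjusted p = 1.08e-07, adjusted p = 0.162 with an estimated correlation). Of 14 measured, 1 was higher by limma, the peptide loading factor Tapbp at 0.70 (adjusted p = 0.0141), and 6 were higher when adjusted over the list alone, among them the peptide transporter Tap2 at 1.43 (adjusted p over all probes = 0.0692) and Gbp2 at 1.34 (adjusted p over all probes = 0.0635). Of 18 genes of cytokines, chemokines and adhesion 2 were higher, Nfkb2 and Litaf, 5 when adjusted over the list alone, and the list rose by a mean of 0.41 (camera adjusted p = 2.16e-05, adjusted p = 0.162 with an estimated correlation). The death receptor gene Tnfrsf1a of this list had 1.02 (adjusted p = 0.0592). Genes of gliosis and acute phase rose by a mean of 0.90 (camera adjusted p = 6.33e-09, adjusted p = 0.162 with an estimated correlation), while by limma 0 of 15 passed alone (9 higher at an unadjusted p and 9 when adjusted over the list alone), with Stat3, a transcription factor of glial activation, at 0.68 (adjusted p = 0.0565) and the copper protein gene Cp at 1.35 (adjusted p = 0.13). Complement genes rose by a mean of 0.80 (camera adjusted p = 3.76e-07, adjusted p = 0.318 with an estimated correlation), with 0 of 11 past limma alone, 8 at an unadjusted p and 8 adjusted over the list alone, such as Clu at 0.62 (adjusted p = 0.0732) and C1r at 0.93 (adjusted p = 0.165). The paper names 6 of the measured gliosis, 2 of the complement and 4 of the cytokine genes from these arrays, so those lists are not independent evidence of a direction. Rats of 1 group differed widely. The mean gliosis score against the control mean was 0.90 ± 0.67 (SD, n = 5) in diabetic rats, from 0.15 to 1.70, and the control SD was 0.25 (n = 7; exact two-sided permutation p = 0.00379, not adjusted for the number of lists, and 0.0253 for complement, 0.0114 for interferon and 0.00126 for cytokine genes). The means on BeadChips 1 and 2 were 1.68 and 0.48 for gliosis, 1.52 and 0.29 for complement, 1.11 and 0.28 for interferon and 0.52 and 0.33 for cytokine genes, and 0.91, 0.80, 0.62 and 0.41 with the BeadChip as a block. The lens genes had a score of 1.46 ± 1.63 in the same diabetic rats (SD, n = 5; exact p = 0.155) against a control SD of 1.59 (n = 7), and with this score as a covariate the means were 0.63 for gliosis, 0.45 for complement, 0.44 for interferon and 0.35 for cytokine genes. Over deviations from the group means the gliosis score correlated with the lens score at r = 0.516 (adjusted permutation p = 0.0266) and with 6 leukocyte markers, most of which resident microglia can also express, at r = 0.814 (adjusted permutation p = 0.00272). The microglia and leukocyte list had a diabetic mean of 0.21 (camera adjusted p = 0.0687), with 0.76 on BeadChip 1 and -0.14 on BeadChip 2.

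**Figure D3:**
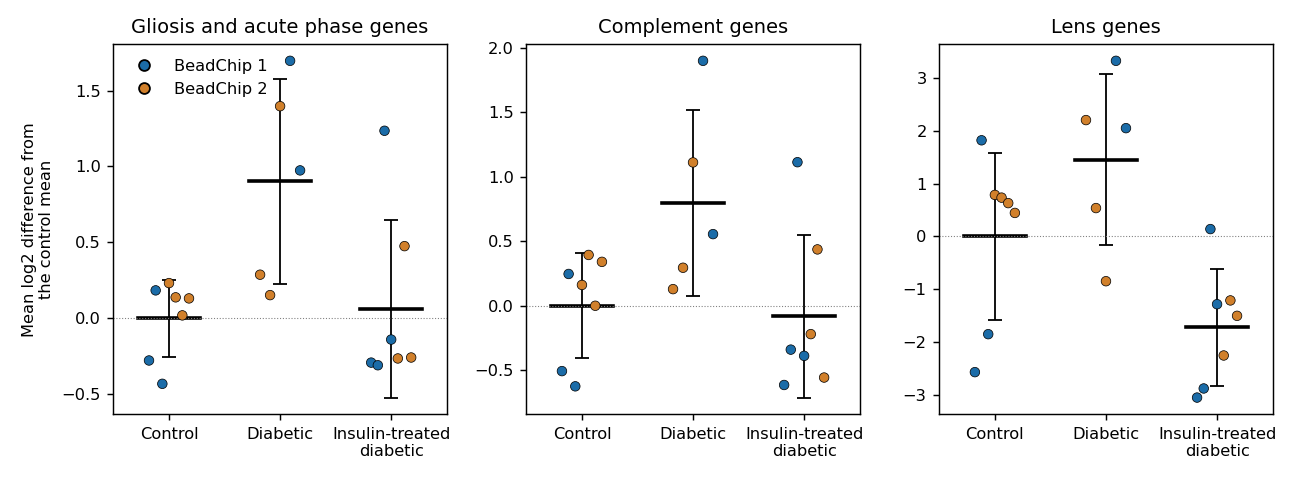
Mean log2 difference from the control mean over the genes of gliosis and acute phase, complement and lens, for each rat by group. Points are rats coloured by BeadChip, bars are means and error bars SD; diabetic rats range from 0.15 to 1.70 for gliosis, 0.13 to 1.90 for complement and -0.85 to 3.33 for lens genes.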

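In insulin-treated diabetic retinas Vegfa and Nfkb2 mRNA stood near the control level. Vegfa rose from the diabetic to the insulin-treated rats by 0.64 on the log2 scale (standard error 0.14, adjusted p = 0.00966) and Nfkb2 fell by 1.42 (standard error 0.25, adjusted p = 0.00384), each in 7 of 7 insulin-treated rats. Against control, insulin-treated rats had log2 fold changes of 0.029 for Vegfa (standard error 0.13, adjusted p = 0.981) and -0.056 for Nfkb2 (standard error 0.23, adjusted p = 0.981). Rela and Mapk8 had -0.062 (adjusted p = 0.942) and -0.014 (adjusted p = 0.996) against control and -0.039 (adjusted p = 0.847) and 0.11 (adjusted p = 0.758) against diabetic rats. For insulin against diabetes a BeadChip block gave an adjusted p of 0.0126 for Vegfa and 0.00588 for Nfkb2, within a range over the alternatives of 0.00493 to 0.152 and 0.00194 to 0.365. Interferon and antigen presentation genes fell with insulin against diabetes by a mean of 0.75 (camera adjusted p = 2.27e-07, adjusted p = 0.217 with an estimated correlation), 7 of 14 by limma and 9 when adjusted over the list alone, such as Ifitm3 by 1.55 (adjusted p = 0.0374) and Tapbp by 0.80 (adjusted p = 0.00343). Gliosis genes fell by a mean of 0.84 (camera adjusted p = 7.15e-06, adjusted p = 0.257 with an estimated correlation), 4 of 15 by limma and 5 when adjusted over the list alone, among them the glial intermediate filament gene Vim by 0.93 (adjusted p = 0.0152) and the hyaluronan receptor gene Cd44 by 0.79 (adjusted p = 0.00842). Cytokine and adhesion genes fell by 0.46 (camera adjusted p = 0.00075, adjusted p = 0.217 with an estimated correlation), 4 of 18 by limma and 5 lower and 1 higher when adjusted over the list alone, with Tgfb1 at -1.70 (adjusted p = 0.0102) and the adhesion gene Vcam1 at -0.78 (adjusted p = 0.0353). Complement genes fell by 0.88 (camera adjusted p = 1.74e-05, adjusted p = 0.323 with an estimated correlation), 2 of 11 by limma, C2 by 1.07 (adjusted p = 0.0224) and C1qc by 1.03 (adjusted p = 0.0471), and 6 when adjusted over the list alone. Against control the same lists had means of -0.13 for interferon (camera adjusted p = 0.394), 0.064 for gliosis (adjusted p = 0.739), -0.051 for cytokine (adjusted p = 0.894) and -0.083 for complement genes (adjusted p = 0.981) in insulin-treated rats. With the lens score as a covariate gliosis and complement genes passed, with means of 0.38 (adjusted p = 0.00827) and 0.33 (adjusted p = 0.00827), where the alternatives fixed beforehand ranged from 0.345 to 0.998 and from 0.166 to 0.998. Within BeadChips 1 and 2 the means were 0.32 (adjusted p = 0.0122) and -0.15 (adjusted p = 0.07) for gliosis and 0.24 (adjusted p = 0.0545) and -0.34 (adjusted p = 0.0507) for complement genes. Insulin-treated replicate 3 stood at 1.24 for gliosis and 1.11 for complement, and without it the means were -0.13 and -0.28. By limma 0 genes of these lists passed against control, with 1 higher and 2 lower for gliosis, 1 higher and 2 lower for interferon, 0 and 0 for complement and 2 higher and 2 lower for cytokine genes at an unadjusted p. Adjusted over the list alone, 2 cytokine genes were higher and 2 lower, and 0 genes of each other list passed. Exact permutation tests of the scores of insulin-treated and diabetic rats, not adjusted for the number of lists, gave p = 0.0492 for gliosis, 0.053 for complement, 0.0126 for interferon and 0.0152 for cytokine genes. The means of insulin against diabetes on BeadChips 1 and 2 were -1.35 and -0.63 for gliosis, -1.29 and -0.63 for complement, -1.12 and -0.46 for interferon and -0.54 and -0.39 for cytokine genes. With the lens score as a covariate they were -0.25 (adjusted p = 0.0675), -0.11 (adjusted p = 0.381), -0.37 (adjusted p = 0.0126) and -0.33 (adjusted p = 0.0341), where the range over the alternatives fixed beforehand was 6.47e-09 to 0.257 for gliosis and 5.02e-08 to 0.323 for complement.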

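The mRNA of the Myc partner Max and of Polr1b, Nop58 and Rrs1 rose from diabetic to insulin-treated rats. Max, which binds DNA as a dimer with Myc, rose by 0.44 on the log2 scale (standard error 0.13, adjusted p = 0.037) and had -0.48 in diabetic against control rats (standard error 0.13, adjusted p = 0.0531). Polr1b, a subunit of RNA polymerase I, rose by 0.33 (standard error 0.084, adjusted p = 0.0197), Nop58 of the nucleolar ribonucleoproteins by 0.30 (standard error 0.080, adjusted p = 0.0245) and the ribosome assembly factor Rrs1 by 0.29 (standard error 0.084, adjusted p = 0.0352). The cell cycle gene Ccnd1 and the Myc relative Mycl fell by 0.89 (adjusted p = 0.0273) and 0.50 (adjusted p = 0.02). All 7 insulin-treated rats showed each of these directions against the diabetic mean. Of 32 measured genes on a list of MYC and its textbook targets, 5 rose and 2 fell with insulin against diabetes (7 and 3 when adjusted over the list alone), with a mean of 0.061 (camera adjusted p = 0.361). In diabetic against control rats 0 were higher and 0 lower by limma (7 lower at an unadjusted p, 1 when adjusted over the list alone), with a mean of -0.093 (camera adjusted p = 0.158). The fry test, which asks only whether a list moves on balance 1 way, gave an adjusted p of 0.0435 for diabetes and 0.0323 for insulin against diabetes. The rats' mean scores gave an exact permutation p of 0.0126 for diabetes and 0.0795 for insulin against diabetes, not adjusted for the number of lists. Myc itself had a detection p under 0.05 on 9 of 19 arrays and was not tested. The adjusted p of the insulin effect with a BeadChip block lay between 0.018 (Nop58) and 0.0455 (Rrs1), and over the alternatives it ranged from 0.00774 to 0.144 for Nop58. On BeadChips 1 and 2 the list mean was 0.0057 and 0.089 for insulin against diabetes and -0.061 and -0.088 for diabetes against control.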

In, contrast, a transcriptional network centred on Myc and altered in diabetic animals as compared to non-diabetic controls was almost completely normalized by insulin treatment (Additional File 6).

**Figure 3:**
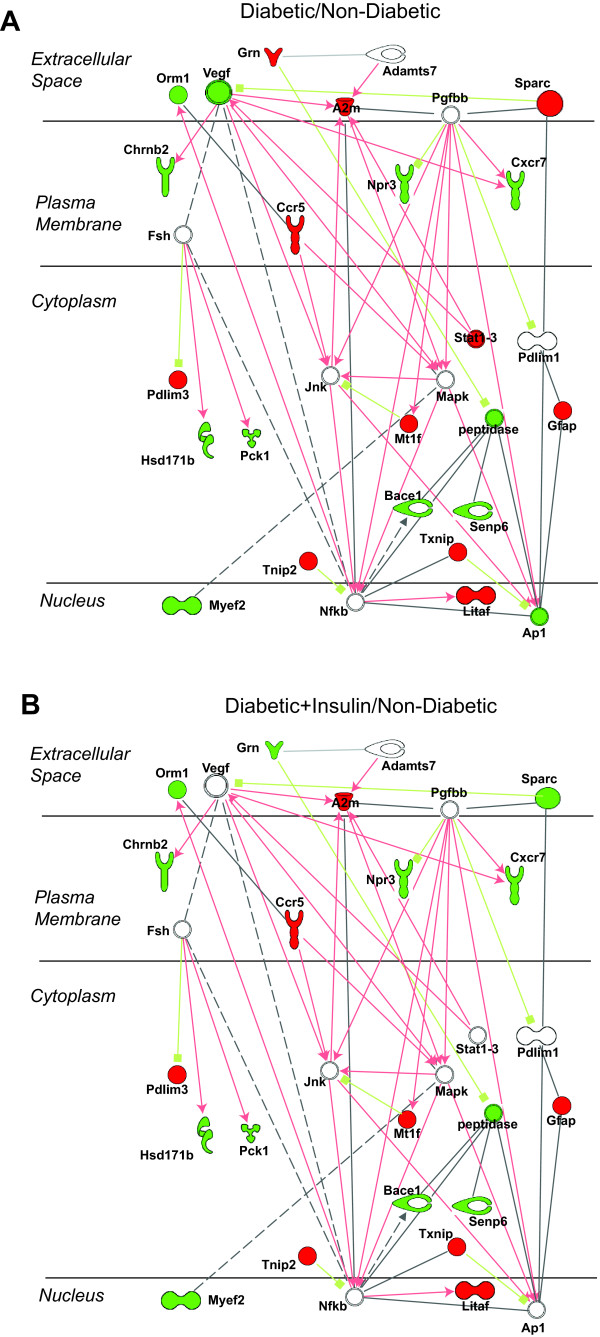
**Network analysis of genes Not Normalized**. Genes and expression values from the Not Normalized category were examined for networks of interrelated genes using Ingenuity Pathway Analysis software. One significant network was centered around Pdgf, Nfkb, and Jnk. Expression values for the control versus diabetic groups is presented in A and for the insulin-treated diabetic versus diabetic comparison in B. Relationships are presented as lines and arrows. Red lines represent activation or positive regulation of expression while green lines indicate inhibition or negative regulation of expression. Grey lines are known protein-protein interactions and dashed lines are indirect relationships. Gene symbols are coded as green for significantly reduced expression, red for significantly reduced expression, and white for no change in expression.

Gene Set Analysis was performed on all categories of changes, except for Inverted, for gene ontology and regulatory motif over-representation. AP2 binding sites and a CACCC motif with no known binding factor were enriched in the set of all changes with diabetes (P < 0.05, minimum of 5 genes). 

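Ddx18 and Max were the members of the MYC list in the Normalized group here. Ddx18, an RNA helicase that Myc induces, had a log2 fold change of -0.27 with diabetes and 0.39 with insulin against diabetes. Together they make 2 of 32 measured list genes, or 6.25%, where 716 of all 7345 measured genes, or 9.75%, are in the Normalized group. The odds ratio is 0.616 (Fisher's exact test, two-sided, p = 0.765). This comparison was added after the values had been seen and Ddx18 is named for it, on a list fixed earlier that is not the gene set the paper tested.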

Gene Set Analysis of the Normalized subgroup identified Myc regulated genes as enriched, confirming the network analysis above. In the Partially Normalized subgrouping, a set of genes with the predicted mir-330 binding target (TGCTTTG) was over-represented, all of which were suppressed in diabetic and insulin-treated diabetic compared to non-diabetic controls. No enriched gene sets were found in the Not Normalized group.

Previously, we have examined whole-retina transcriptional changes in the same rat model after three months of diabetes using Illumina RatRef12 microarrays but with fewer samples per group (n = 4) and no insulin-treated diabetic group [18]. Comparison of the current dataset with the previous study identified 277 genes significantly regulated in the same manner as observed previously. Of the 27 genes selected for qPCR analysis 23 were observed in this previous study to be differentially regulated with diabetes in the microarray data. We have also previously reported a set of 14 retinal mRNA biomarkers for use in preclinical DR drug development studies [16]. Eleven of the 14 genes in the biomarker panel were identified as significantly regulated with diabetes in the current microarray analysis. The consistency of these expression changes across multiple independent studies suggests a robust and reproducible gene expression response in this model.

Extending these comparative analyses we examined the 77 transcripts previously reported by Gerhardinger and colleagues as differentially expressed in Müller cells isolated from Sprague Dawley rats six months after induction of diabetes by STZ injection [18]. Of the 63 genes that could be confidently cross-matched (based on Entrez Gene IDs) 17 were also significantly changed between non-diabetic and diabetic groups in this study. Importantly, all of these changes were in the same direction (up- or down-regulation) as the previous report. While the previous report specifically examined Müller cells isolated after 6 months of diabetes, the common changes suggest that the microarray analysis performed in this study of whole retinal tissue is able to detect changes occurring in the Müller cell population.

### Confirmation qPCR Results

An important element in characterizing retinal transcriptomic changes with diabetes that are unresponsive to insulin treatment is determining when these diabetes-induced changes first occur. In other words, do these changes occur before initiation of insulin treatment or after initiation of insulin treatment? To answer this question, specific target mRNAs from the whole genome gene expression analysis were also examined in separate non-diabetic and diabetic rat groups sacrificed one month after vehicle or STZ injection. Analysis of the data from the three month insulin intervention experiment in the context of this one month duration of diabetes experiment (i.e., prior to initiation of insulin treatment) permits further refinement of gene expression patterns into more specific Rescued and Prevented categories. Rescued, Partially Rescued, and Not Rescued are those gene expression changes which are manifest after one month of diabetes, before initiation of insulin treatment, and are normalized, partially normalized, or not normalized with chronic insulin treatment, respectively. Prevented, Partially Prevented, and Not Prevented groupings are those changes which have not occurred at one month of diabetes and do not occur by three months if insulin treatment is begun, occur by three months of diabetes at a significantly lesser magnitude with insulin treatment, or occur by three months of diabetes regardless of insulin treatment.

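Among the genes taken to qPCR, small heat shock protein and galectin mRNA fell from diabetic to insulin-treated rats. Hspb1, a chaperone of stressed glia, had a log2 fold change of 1.57 with diabetes (standard error 0.53, adjusted p = 0.101) and fell by 2.16 with insulin against diabetes (standard error 0.53, adjusted p = 0.0175). Lgals3, a galectin of activated microglia, had 1.39 (standard error 0.48, adjusted p = 0.108) and fell by 2.16 (standard error 0.48, adjusted p = 0.012). Timp1, an inhibitor of matrix proteases, had 1.07 (standard error 0.45, adjusted p = 0.182) and -1.39 (standard error 0.45, adjusted p = 0.0556). Carhsp1, an RNA-binding protein that stabilises TNF mRNA, had 0.88 (standard error 0.27, adjusted p = 0.0794) and fell by 1.31 (standard error 0.27, adjusted p = 0.00908). Litaf, which regulates cytokine transcription, rose with diabetes by 0.79 (adjusted p = 0.0263). With diabetes the natriuretic peptide gene Nppa had -0.35 (adjusted p = 0.0653) and the potassium channel subunit gene Kcne2 -0.44 (adjusted p = 0.146), and with insulin against diabetes Nppa rose by 0.34 (adjusted p = 0.0414). The complement genes C1s and Serping1 had 1.34 (adjusted p = 0.202) and 1.40 (adjusted p = 0.15), the adhesion gene Icam1 0.76 (adjusted p = 0.11), the cytokine kinase gene Jak3 0.93 (adjusted p = 0.0905) and the secreted glycoprotein gene Chi3l1 1.23 (adjusted p = 0.137) with diabetes. A2m and Fabp7, which glial cells express, had 0.95 (adjusted p = 0.101) and 1.36 (adjusted p = 0.0678), and the opsin-like gene Rgr, the chemokine receptor gene Ackr3 (Cxcr7 in the paper) and the mRNA decapping gene Dcps had -1.38 (adjusted p = 0.103), -0.45 (adjusted p = 0.131) and -0.39 (adjusted p = 0.143). Against control, insulin-treated rats had -0.60 for Ackr3 (adjusted p = 0.212) and -0.44 for Dcps (adjusted p = 0.241), 0.54 for A2m (adjusted p = 0.64) and -0.93 for Rgr (adjusted p = 0.53). Npr3 had a detection p under 0.05 on 6 of 19 arrays (5 of 7 control, 0 of 5 diabetic and 1 of 7 insulin-treated) and was not tested. Actb, to which the qPCR values were normalized, had 0.18 with diabetes (adjusted p = 0.263) and fell by 0.29 with insulin against diabetes (adjusted p = 0.0423), while its other probes had -0.39 and -0.16 in that comparison, the latter not past the test. The paper reports beta-actin as unchanged between the groups by a preliminary absolute quantitation. Array signals scaled to a common mean are a different measure and do not test that. With diabetes, BeadChips 1 and 2 gave 2.88 and 0.69 for Hspb1, 3.19 and 0.13 for Lgals3 and 1.04 and 0.63 for Litaf, and with the BeadChip as a block the adjusted p was 0.0294 for Litaf, within 0.00793 to 0.231 over the alternatives. The study chose these genes on the same arrays, so their values are not independent evidence of their directions. With the lens score as a covariate the diabetic log2 fold changes of Hspb1, Lgals3 and Timp1 were 0.82, 0.63 and 0.51.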

A total of 27 targets from the microarray analysis were chosen for confirmation analysis including 15 from the Not Normalized, 5 from the Partially Normalized and 7 from the Normalized groups. While not comprehensive of all the genes observed with differential expression in the microarray analysis, the extensive qPCR confirmation experiments validate the quantitative accuracy of the discovery experiments. Twenty six of the 27 (96%) genes examined in this analysis were confirmed as being differentially regulated with diabetes in a statistically significant manner at the three month time-point (ANOVA, SNK post-hoc, P < 0.05). Eight of the 26 genes tested by qPCR were found to be differentially regulated after one month of diabetes. Using the qPCR data, genes were separated into different expression categories. Five were Not Rescued (Figure 4) and three were Rescued (Figure 5), with the remainder of genes dividing into four Not Prevented (Figure 6), four Partially Prevented (Figure 7), and 10 Prevented (Figure 8).

**Figure 4:**
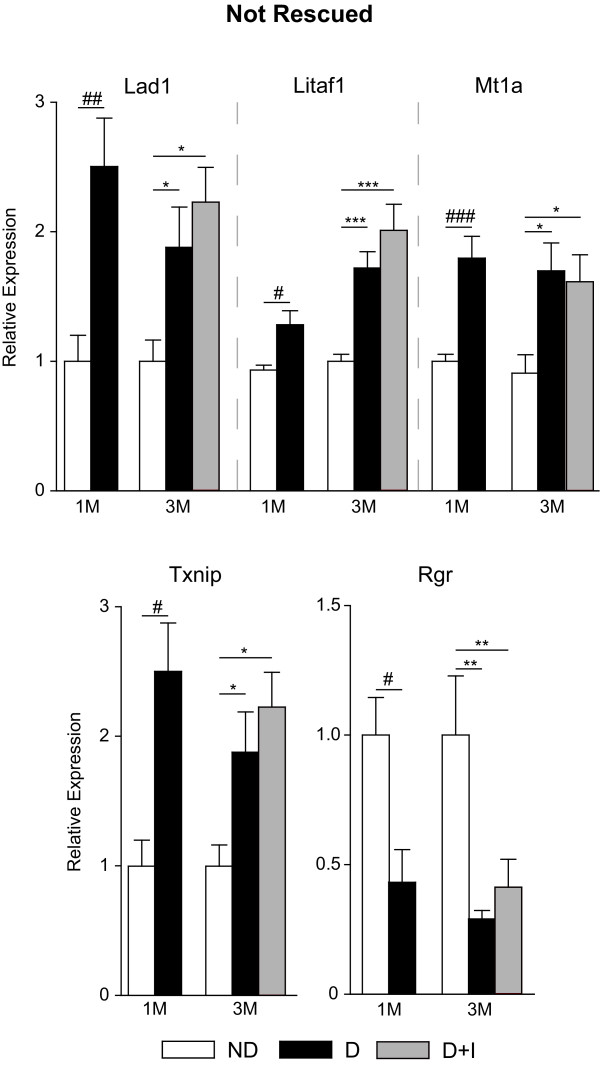
**Transcript expression not rescued by insulin treatment**. qPCR confirmation experiments also included 1 month control and diabetic groups to determine if retinal mRNA expression changes occurred before initiation of insulin treatment. Lad1, Litaf1, Mt1a, and Txnip all demonstrated a 'not rescued' molecular phenotype of increased expression in diabetic animals at 1 month of diabetes which remained elevated at 3 months in diabetic and insulin-treated diabetic groups. Similarly, Rgr expression was decreased at one month of diabetes and remained depressed at three months in diabetic animals with and without insulin treatment. One-way ANOVA, Student Newman Keuls pair-wise post-hoc test, *P < 0.05, **P < 0.01, ***P < 0.001 for 3 month data; t-test #P < 0.05, ##P < 0.01, ###P < 0.001 for 1 month data; n = 7-11/group for both time points. ND - Non-Diabetic control, D - Diabetic, D+I - Insulin-treated Diabetic, 1M - 1 month, 3M - 3 Months.

**Figure 5:**
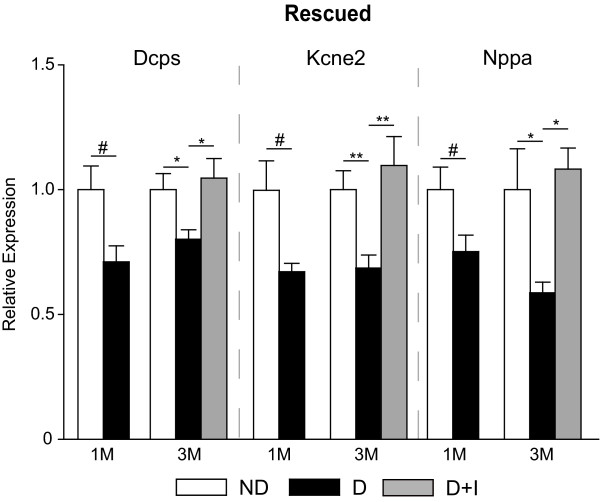
**Transcript expression rescued by insulin treatment**. Several transcripts were also confirmed by qPCR to demonstrate a 'rescued' phenotype. For these transcripts the altered mRNA expression in diabetic animals at one month was still observed in diabetic animals at three months but insulin-treatment normalized the expression. The decreased expression Dcps, Kcne2, and Nppa was brought to equivalent expression levels as controls at the three month timepoint by insulin treatment. One-way ANOVA, Student Newman Keuls pair-wise post-hoc test, *P < 0.05, **P < 0.01, ***P < 0.001 for 3 month data; t-test #P < 0.05, ##P < 0.01, ###P < 0.001 for 1 month data; n = 7-11/group for both time points. ND - Non-Diabetic control, D - Diabetic, D+I - Insulin-treated Diabetic, 1 M - 1 month, 3 M - 3 Months.

**Figure 6:**
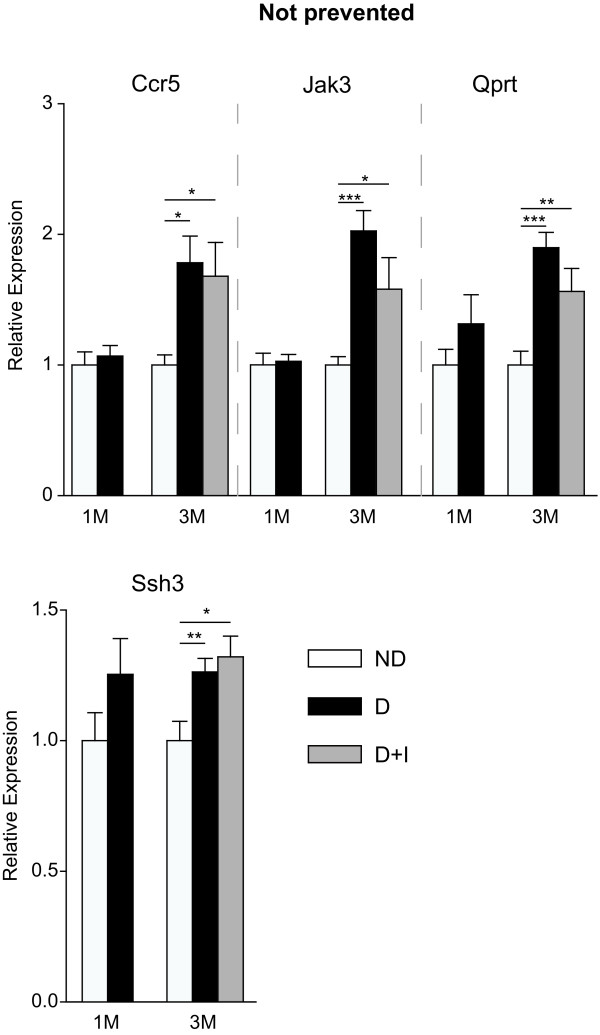
**Transcript dysregulation not prevented by insulin treatment**. In qPCR confirmation experiments, a set of genes was observed which were unaltered in expression after one month of diabetes but were differentially expressed at in both diabetic and insulin-treated diabetic groups at three months. This 'not prevented' phenotype was evident in the increased expression of Ccr5, Jak3, Qprt, and Ssh3 genes. One-way ANOVA, Student Newman Keuls pair-wise post-hoc test, *P < 0.05, **P < 0.01, ***P < 0.001 for 3 month data; n = 7-11/group. ND - Non-Diabetic control, D - Diabetic, D+I - Insulin-treated Diabetic, 1 M - 1 month, 3 M - 3 Months.

**Figure 7:**
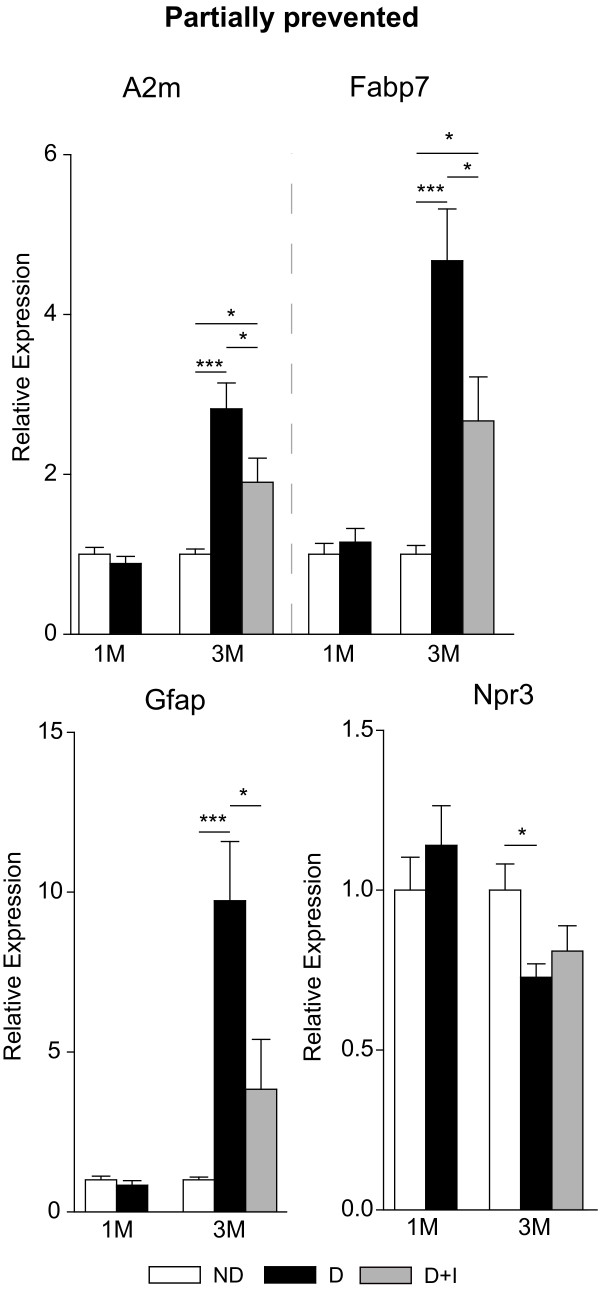
**Transcript dysregulation partially prevented by insulin treatment**. A set of gene in the qPCR experiments presented a 'partially prevented' phenotype in which gene expression changes in diabetic animals were significantly ameliorated by insulin treatment but altered expression from control animals was still evident. Increased expression of A2 m, Fabp7, and Gfap was reduced by insulin treatment but was still significantly higher than in the control group. Similarly, Npr3 expression in the insulin-treated diabetic rats was not significantly different from that in control rats, nor was it significantly different from the diabetic rats. One-way ANOVA, Student Newman Keuls pair-wise post-hoc test, *P < 0.05, ***P < 0.001 for 3 month data; n = 7-11/group. ND - Non-Diabetic control, D - Diabetic, D+I - Insulin-treated Diabetic, 1 M - 1 month, 3 M - 3 Months.

**Figure 8:**
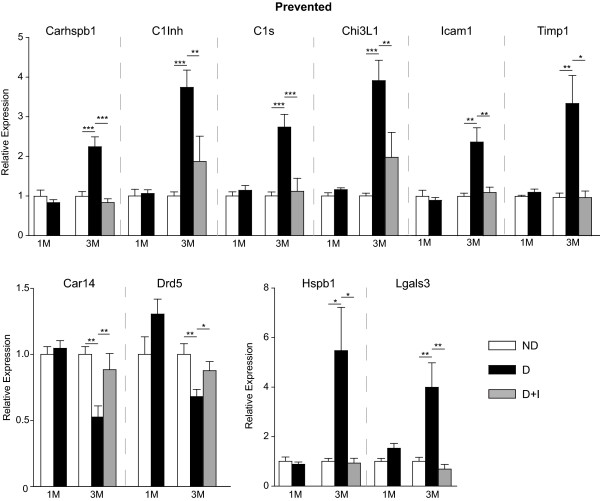
**Transcript dysregulation prevented by insulin treatment**. Genes which were confirmed in qPCR experiments to not be differentially expressed at one month but differentially expressed at three months in the diabetic but not the insulin-treated diabetic were classified as 'Prevented'. Increased expression of C1s, C1Inh, Carhspb1, Chi3L1, Hspb1, Icam1, Lgals3, and Timp1 was observed but completely prevented by one and a half months of insulin treatment. Similarly, decreased expression of Car14 and Drd5, was observed and prevented by insulin treatment. One-way ANOVA, Student Newman Keuls pair-wise post-hoc test, *P < 0.05, **P < 0.01, ***P < 0.001 for 3 month data; n = 7-11/group. ND - Non-Diabetic control, D - Diabetic, D+I - Insulin-treated Diabetic, 1 M - 1 month, 3 M - 3 Months.

To assess whether the continued dysregulation of genes in the Not Rescued, Not Prevented and Partially Prevented gene categories was due to insufficient or unstable metabolic control, glycosylated hemoglobin levels at sacrifice were examined for correlation to gene expression in the insulin-treated diabetic animals. In the Not Prevented and Partially Prevented categories, only A2m, Ccr5, and Jak3 gene expression was significantly correlated to %HbA1c (Pearson correlation, P < 0.05), suggesting these genes may be responsive to small increases in %HbA1c such as those observed in the insulin-treated diabetic animals. None of the Not Rescued genes were correlated to the level of glycosylated hemoglobin in the insulin-treated diabetic animals, suggesting that these persistent changes are not related to blood glucose or %HbA1c levels in the time period immediately prior to sacrifice. However, other metabolic disturbances such as AGE-RAGE may account for the continuing dysregulation of these genes.

### Protein Expression Results

While targeted analysis of the protein expression of every gene examined in this study is not feasible, confirmation that some of these changes in mRNA expression are reflected in altered protein expression is critical to the functional relevance of these alterations. Ccr5, Jak3, and Litaf protein expression was examined in the same three month animal cohort as the qPCR analysis, and was found to be significantly elevated in diabetic and insulin-treated diabetic groups compared to non-diabetic controls (Figure 9).

**Figure 9:**
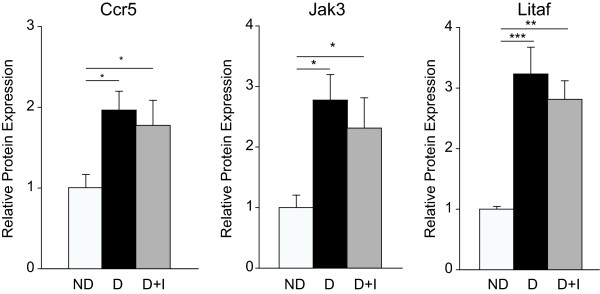
**Protein expression not normalized by insulin treatment**. Increased expression of Ccr5, Jak3, and Litaf1 was confirmed by immunoblotting. One-way ANOVA, Student Newman Keuls pair-wise post-hoc test, *P < 0.05, **P < 0.01, ***P < 0.001 for 3 month data; n = 5-7/group. ND - Non-Diabetic control, D - Diabetic, D+I - Insulin-treated Diabetic, 1 M - 1 month, 3 M - 3 Months.

## Discussion

As DR occurs in Type I diabetes patients in spite of insulin therapy, this study sought to characterize the limitations of insulin replacement in normalizing diabetes-induced molecular changes in the retina by identifying gene expression alterations resistant to normalization by chronic insulin therapy. The use of a Type I diabetes animal model allows for the examination of retinal gene expression with and without insulin treatment and at different durations of diabetes in a manner not possible in humans.

### Gene expression alterations normalized with insulin treatment

As observed in the microarray analysis, the majority of diabetes-induced changes were normalized with insulin treatment. 

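Insulin-treated rats held more mRNA of melanopsin, Egr1 and Jun and less of lens and matrix genes than untreated diabetic rats. Opn4, the photopigment melanopsin of intrinsically photosensitive ganglion cells, rose by 1.09 on the log2 scale (standard error 0.16, adjusted p = 0.00136), above the diabetic mean in 7 of 7 insulin-treated rats. Most of this lay above control, with 0.77 in insulin-treated (adjusted p = 0.107) and -0.33 in diabetic against control rats (adjusted p = 0.25), and over the alternatives the former adjusted p ranged from 0.0207 to 0.308. The transcription factor genes Egr1 and Jun rose by 1.78 (standard error 0.46, adjusted p = 0.0216) and 1.22 (standard error 0.37, adjusted p = 0.0414), in 7 and 6 of 7 rats, and had -0.32 and -0.85 in diabetic (adjusted p = 0.728 and 0.194) and 1.46 and 0.37 in insulin-treated rats against control (adjusted p = 0.229 and 0.852). Cyp2u1, a cytochrome P450 of fatty acid hydroxylation, rose by 1.01 (standard error 0.32, adjusted p = 0.0483), a call that ended with the BeadChip as a block (adjusted p = 0.0617, within 0.0249 to 1 over the alternatives). Pde2a, a phosphodiesterase of cyclic nucleotides, fell by 1.15 (standard error 0.20, adjusted p = 0.00343). Of 11 lens genes 9 fell (11 when adjusted over the list alone), among them the lens membrane protein gene Lim2 at -4.45 (standard error 0.99, adjusted p = 0.0119), the filament gene Bfsp1 at -3.28 (standard error 0.79, adjusted p = 0.0164) and the connexin gene Gja3 at -3.08 (standard error 0.75, adjusted p = 0.0169). The list had a mean of -3.18 (camera adjusted p = 1.81e-09, adjusted p = 0.217 with an estimated correlation), with -4.47 and -2.29 on BeadChips 1 and 2. Of 16 basement membrane and matrix genes 2 fell (5 when adjusted over the list alone), Sparc by 1.15 (adjusted p = 0.00385) and the laminin chain gene Lamb2 by 0.65 (adjusted p = 0.0423), and the list had a mean of -0.55 (camera adjusted p = 5.07e-05, adjusted p = 0.217 with an estimated correlation). Markers of sclera and choroid fibroblasts had a mean of -0.68 (camera adjusted p = 0.00391, adjusted p = 0.217 with an estimated correlation), and 1 of 7 fell, the matrix proteoglycan gene Fmod by 1.83 (adjusted p = 0.0429; 2 fell when adjusted over the list alone). Among 25 genes of oxidative stress and NRF2, 4 fell and 1 rose (5 and 1 when adjusted over the list alone), with the ferritin gene Ftl1 at -0.79 (adjusted p = 0.0174), the glutathione transferase gene Gstm2 at -2.14 (adjusted p = 0.0248) and the NRF2 repressor Keap1 at 0.28 (adjusted p = 0.0271); the list mean was -0.35 (camera adjusted p = 0.000207, adjusted p = 0.205 with an estimated correlation). Of 24 immediate early genes 4 rose and 5 fell (4 and 8 when adjusted over the list alone), the mRNA decay gene Zfp36 by 0.76 (adjusted p = 0.0125) among the latter, at a mean of -0.024 and a median of -0.19 (camera adjusted p = 0.00842, adjusted p = 0.217 with an estimated correlation). Of 20 genes of glucose transport, glycolysis and the polyol pathway 1 fell, the sorbitol dehydrogenase gene Sord by 0.48 (adjusted p = 0.023; 1 fell when adjusted over the list alone), at a mean of -0.090 (camera adjusted p = 0.0281, adjusted p = 0.445 with an estimated correlation). Of 14 Müller glia genes 2 fell, Vim and the acyl-CoA binding protein gene Dbi (2 when adjusted over the list alone), at a mean of -0.13 (camera adjusted p = 0.044, adjusted p = 0.217 with an estimated correlation), and ribosomal protein genes had a mean of -0.067 (camera adjusted p = 0.000863, adjusted p = 0.57 with an estimated correlation). The calls of glycolysis, Müller glia and ribosomal proteins ended after quantile normalization. By exact permutation of the rats' mean scores, not adjusted for the number of lists, p was 0.00253 for lens, 0.00379 for basement membrane, 0.00631 for sclera and choroid, 0.00126 for oxidative stress, 0.746 for immediate early, 0.0871 for glycolysis, 0.072 for Müller glia and 0.472 for ribosomal protein genes. With the lens score as a covariate the means were -0.19 for basement membrane (camera adjusted p = 0.0585), -0.13 for sclera and choroid (0.381), -0.12 for oxidative stress (0.186) and -0.088 for Müller glia genes (0.127). Immediate early genes had -0.045 (camera adjusted p = 0.0543) and ribosomal protein genes 0.020 (0.879). The calls of all these lists ended there, while glycolysis kept its call at -0.096 (camera adjusted p = 0.0148). On BeadChips 1 and 2 the means were -0.52 and -0.52 for basement membrane, -0.76 and -0.78 for sclera and choroid and -0.45 and -0.42 for oxidative stress genes. They were -0.24 and -0.14 for Müller glia and -0.0076 and -0.17 for glycolysis genes. Immediate early genes had opposite signs, -0.20 (camera adjusted p = 0.00308) and 0.15 (camera adjusted p = 0.362).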

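Between insulin-treated and untreated diabetic rats 1117 probes changed at an adjusted p under 0.05 from limma, 696 higher and 421 lower with insulin, and 854 carry a gene symbol. Higher probes made up 62.3% of them, 54.8% after quantile normalization, 53.9% after neqc and 55.8% with non-normalized signals centred on their median. At an unadjusted p under 0.05 there were 2907, and 2095 also passed a fold change of 1.2. Of the changed probes, 876 were not among those changed between diabetic and control rats. With the BeadChip as a block 1038 probes changed, 25 did within BeadChip 1, 337 within BeadChip 2, 549 without diabetic replicate 2 (up to 1512 without another array) and 2 with the lens score as a covariate, where 1423 passed an unadjusted p. With that covariate the median fold size over the changed probes was 0.37 on the log2 scale, next to 0.45 without it (a ratio of 82.4%, jackknife standard error 13.8). The median standard error was 0.15 next to 0.11. How far each of these accounts for the lost calls was not tested.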

In confirmatory qPCR experiments that also examined a one month duration of diabetes, some of these normalized genes were further subdivided into "rescued" and "prevented" categories. The expression patterns of Kcne2, Nppa, and Dcps provide examples of how restoration of insulin and euglycemia can normalize diabetes-induced gene expression alterations that have occurred before initiation of therapy to non-diabetic levels. Additionally, a number of changes not evident at the one month time point were prevented from occurring with continued diabetes by insulin therapy. The majority of these genes examined in the confirmation experiments (i.e., Car13, Carhsbp1, Chi311, Timp1, C1inh, C1s, Hspb1, Icam1, Lgals3) are proinflammatory signalling molecules and have been described elsewhere [14,16,18,22,23]. These data provide clear evidence that animal model testing of novel DR treatments should be performed in the context of insulin replacement to more closely mimic the clinical scenario and assess the combinatorial effects of any potential therapies, as insulin therapy alone is insufficient to fully restore the normal retinal transcriptomic phenotype.

### Gene expression alterations not rescued by insulin therapy

In this study we identified a number of gene expression changes evident at 1 month of diabetes that were not reversed by chronic insulin therapy. The basement membrane anchoring filament protein Lad1 contributes to epithelial stability [24] and is regulated by both glucocorticoid receptor activation [25] and LPS stimulation [26]. Similarly, Mt1a is expressed in vascular components of the blood-retina barrier [27] and is regulated by pro-inflammatory signalling molecules, including factors released by Müller glia [28]. The regulation of these vascular function genes indicates a potential mechanism through which inflammation may contribute to vascular abnormalities in the diabetic retina. Several other inflammatory response genes induced with diabetes were also not rescued by insulin treatment. Litaf1, an inducer of TNFα expression [29], is a pro-inflammatory modulator induced in monocytes and macrophages in response to inflammatory stimuli such as LPS [30]. Txnip inhibits the antioxidant molecule thioredoxin, increases proinflammatory gene expression and signalling cascades [31]. Inhibition of Txnip in retinal endothelial cells prevents pathologies associated with early diabetic retinopathy (i.e., inflammation and gliosis) [32]. The induction of Lad1, Litaf1, Mt1a, and Txnip in the retina after 1 month of diabetes and the continued induction of these transcripts at three months of diabetes despite insulin replacement for the past 1.5 months suggest persistent alterations in glial and inflammatory processes, even with normalization of blood glucose levels. Rgr, a G protein-coupled receptor expressed almost exclusively in the retina [33] and localized to Müller glia and the retinal pigment epithelium [34], encodes a photoisomerase that contributes to pigment regeneration in photoreceptors. In Rgr-/- mice, dark adaptation is delayed and attenuated [35], suggesting that the suppression of Rgr observed could play a role in the well described deficits in dark adaptation in early DR. The expression pattern of these genes is consistent with the metabolic memory phenotype and demonstrates that even a one month period of loss of insulin signalling and hyperglycemia can result in molecular alterations that are unresponsive to insulin treatment. Recent work suggests that these metabolic memory prototypical changes may be regulated through epigenetic mechanisms [36,37].

### Diabetes-induced gene expression changes not prevented by insulin treatment

In addition to the gene expression changes at one month of diabetes Not Rescued by insulin treatment, the gene expression alterations identified in this study Not Prevented by insulin replacement and re-establishment of euglycemia are of importance for understanding DR in the context of insulin therapy and identifying targets for adjuvant therapies. The Not Prevented phenotype genes were expressed at non-diabetic control levels at one month of diabetes, but became significantly dysregulated with a longer duration (three months) of diabetes regardless of insulin treatment for the last one and a half months. Several proinflammatory genes exhibited this expression pattern. Ccr5, which mediates leukocyte attraction via chemokine receptor signalling, plays well characterized roles in inflammation [38]. In Type 1 and 2 diabetic patients, plasma Ccr5 is elevated and correlates to % glycosylated HbA1c levels [39,40]. We observed a similar positive correlation of CCR5 gene expression to glycosylated hemoglobin levels. Jak3, a proinflammatory gene expressed by immune cells and activated by interleukin receptors, is regulated by inflammation and tissue damage in the retina [41] in models of photic damage and retinal degeneration. We have previously reported the upregulation of Jak3 at three months of untreated diabetes in the STZ rat model [14,16] and the failure of insulin to prevent upregulation of Jak3 suggests that insulin therapy is insufficient to prevent some aspects of retinal inflammation with diabetes. Increased Qprt expression is also associated with tissue damage and neurodegeneration [42]. The protein product of this gene catalyzes the breakdown of neurotoxic quinolinate in the tryptophan nicotinamide adenine dinucleotide pathway, preventing the intracellular accumula tion of toxic compounds and maintaining neuronal function. By regulating actin/cofilin dynamics necessary for cytoskeletal plasticity, Ssh3 influences neuronal function and has been localized to the inner retinal layer in the eye [43], suggesting a role in ganglion cell function.

In addition to these gene expression changes, several others were only partially prevented by insulin therapy. A2m, a cytokine transporter induced by interleukin and predominantly expressed in blood vessel walls and the retinal pigment epithelium in the retina has also been described as systemically elevated in diabetes patients [44]. In retina of diabetic rodents, A2m expression increases in astrocytes and the inner limiting membrane, suggesting a broad inflammatory insult to both the neural and vascular retina [45]. Increased Gfap, a hallmark of gliosis, also increases with inflammation and diabetes [46-48]. This gene is expressed by astrocytes and Müller glia throughout the retina and likely contributes to inflammatory cascades and neurovascular dysfunction in diabetic retinopathy. Npr3, contributes to vascular regulation of electrolyte concentrations and fluid balance [49,50]. The failure of insulin to prevent dysregulated Npr3 expression may lead to an abnormal extracellular environment in the retina that has the potential to induce inflammation and neuronal dysfunction.

Together, the findings of this study demonstrate the ability of chronic insulin therapy, initiated after one and a half months of uncontrolled diabetes, to normalize the majority of retinal gene expression changes. However, chronic insulin therapy fails to completely restore the retinal transcriptome to a non-diabetic control phenotype. Additionally, at least some of these transcript changes are reflected in altered abundance of the corresponding proteins. 

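Against non-diabetic controls, retinas of insulin-treated diabetic rats differed in 1 gene by adjusted p. Cobl, which nucleates actin filaments in neurons, fell by 0.77 on the log2 scale (standard error 0.11, adjusted p = 0.00956), below the control mean in 7 of 7 insulin-treated rats, with -0.77 and -0.76 on BeadChips 1 and 2, and in diabetic rats it had 0.013 (adjusted p = 0.959). With the BeadChip as a block its adjusted p was 0.016, and over the alternatives it ranged from 0.00124 to 1. Under several alternatives 0 probes changed in this comparison, among them a floor of 50, a detection p under 0.01, no filter and an intensity trend. Palmd, a membrane-associated protein of muscle and brain, and Rpusd3, a mitochondrial pseudouridine synthase, came next with -0.44 (adjusted p = 0.0742) and 0.48 (adjusted p = 0.0742). Genes of the retinal pigment epithelium and ciliary epithelium fell by a mean of 0.40 (camera adjusted p = 0.0226, adjusted p = 0.595 with an estimated correlation), basement membrane and matrix genes by 0.33 (camera adjusted p = 0.0226, adjusted p = 0.595 with an estimated correlation) and lens genes by 1.72 (camera adjusted p = 9.56e-06, adjusted p = 0.595 with an estimated correlation). Within them limma's adjusted p called 0, 0 and 0 genes, an unadjusted p 2, 5 and 5 lower ones, and adjustment over the list alone 0, 5 and 5. Tyrp1, a pigment synthesis enzyme, had -1.11 (adjusted p = 0.445) and the collagen gene Col4a1 -2.22 (adjusted p = 0.229). On BeadChips 1 and 2 the means were -0.36 and -0.36 for pigment epithelium, -0.12 and -0.52 for matrix (where the test pointed up on BeadChip 1) and -0.90 and -2.31 for lens genes, and exact permutation tests of the rats' scores, not adjusted for the number of lists, gave p = 0.0169, 0.0414 and 0.0425. The means with the lens score as a covariate were -0.46 for pigment epithelium and -0.14 for matrix genes. Markers of sclera and choroid fibroblasts had -0.51 (camera adjusted p = 0.131, exact permutation p = 0.053), with -0.15 and -0.86 on BeadChips 1 and 2. In untreated diabetic rats against control the pigment epithelium genes had a mean of -0.29 (camera adjusted p = 0.387), with -0.31 and -0.28 on BeadChips 1 and 2. By limma 963 probes passed an unadjusted p under 0.05, and 655 of them a fold change of 1.2. Simulated groups without any change gave 513 and 289.6 on average, and 5 of 100 draws gave at least as many past both thresholds, so unchanged groups can give such counts. The methods' t-test called 0 by adjusted p (1159 unadjusted), limma with array weights 101 and the BeadChip as a block 1. In data simulated with each probe's own spread, 58.6% of probes changed by 0.5 on the log2 scale and 12.6% of those changed by 0.26 were recovered in the comparison of diabetic with control rats. Across detected probes the log2 fold changes of the diabetic and of the insulin-treated rats against the same controls had a covariance of 0.00269 (r = 0.0482). Unchanged groups simulated with shared controls, drawn in each case from the arrays of all groups, gave 0.0121 ± 0.00573 (SD, 1000 draws, r = 0.446). The observed value lay -0.00942 from that mean, but the spread of such mixed controls can differ from that of the real ones. Real controls split into odd and even replicate numbers gave -0.0236 and 0.00817. These parts are unlike in their lens genes. Against the control mean the lens score was -2.57 and -1.85 in odd control replicates 1 and 3. It was 0.74 and 0.45 in odd replicates 5 and 7 and 0.63 to 1.82 in even ones. Whether this accounts for the opposite signs was not tested. Probes are not independent replicates. From the probes whose diabetic change returned with insulin and those whose change did not, read with its qPCR and protein measurements, the paper concludes that insulin normalizes the majority of retinal gene expression changes and does not fully restore the control transcriptome.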

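Lists of marker genes of retinal neurons and vessels had camera adjusted p over 0.05 in diabetic and in insulin-treated rats against control, and some passed other tests or under alternatives given below. Bipolar cell genes had a mean log2 difference of -0.16 in diabetic against control rats (camera adjusted p = 0.211, fry adjusted p = 0.0435), with Nyx, a proteoglycan of the bipolar cell dendrite, at -0.36 (adjusted p = 0.0815). In insulin-treated against control rats the same list stood at -0.017 (camera adjusted p = 0.923). Cone genes had -0.11 with diabetes (camera adjusted p = 0.52) and 0.033 with insulin (adjusted p = 0.438), where the middle-wavelength opsin gene Opn1mw had -0.39 (adjusted p = 0.162) and -0.30 (adjusted p = 0.557). Rod genes had 0.036 (camera adjusted p = 0.0601) and 0.073 (adjusted p = 0.0964), with the rhodopsin kinase gene Grk1 at -0.36 (adjusted p = 0.0567) and 0.0083 (adjusted p = 0.996). Of 21 amacrine and horizontal cell genes 1 fell with diabetes (Drd5, which the paper names; 1 when adjusted over the list alone), at a mean of -0.10 (camera adjusted p = 0.52) and of -0.061 with insulin (adjusted p = 0.663). Ganglion cell genes had -0.11 (camera adjusted p = 0.387) and 0.058 (adjusted p = 0.501), with the neurofilament gene Nefl at -0.22 (adjusted p = 0.192) and -0.013 (adjusted p = 0.991). Synapse genes had -0.044 (camera adjusted p = 0.609; the test pointed up and the mean down) and 0.0073 (adjusted p = 0.57), with the vesicle protein gene Syp at 0.22 (adjusted p = 0.215) and -0.017 (adjusted p = 0.985). Endothelial genes had 0.014 (camera adjusted p = 0.152) and -0.081 (adjusted p = 0.789), with the tight junction gene Cldn5 at 0.22 (adjusted p = 0.183) and 0.012 (adjusted p = 0.992). The 3 measured genes of pericytes and smooth muscle had 0.19 (camera adjusted p = 0.152) and 0.11 (adjusted p = 0.343), with the pericyte proteoglycan gene Cspg4 at 0.41 (adjusted p = 0.12) and 0.32 (adjusted p = 0.459). Exact permutation tests of the diabetic and control rats' mean scores, not adjusted for the number of lists, gave p = 0.00253 for bipolar, 0.0152 for cone, 0.629 for rod, 0.0303 for amacrine and horizontal, 0.154 for ganglion cell, 0.525 for synapse, 0.741 for endothelial and 0.0366 for pericyte genes, and for insulin-treated and control rats 0.682, 0.535, 0.067, 0.0775, 0.29, 0.89, 0.202 and 0.0554. In these 8 lists limma's adjusted p called 1 gene with diabetes and 0 with insulin against control. At an unadjusted p the bipolar list held 3 lower genes with diabetes and the rod list 2 higher and 3 lower. On BeadChips 1 and 2 the diabetic means were -0.19 and -0.14 for bipolar, -0.26 and -0.037 for ganglion cell and 0.18 and -0.022 for endothelial genes. BeadChip 1 alone gave a camera adjusted p of 0.006 for ganglion cell and 0.00208 for endothelial genes with diabetes, where BeadChip 2 gave 0.839 and 0.43, and the alternatives fixed beforehand ranged from 0.0876 to 0.679 and from 0.0542 to 0.472. For rod genes these ranged from 0.0101 to 0.6 with diabetes and from 0.00389 to 0.595 with insulin, and the lens score as a covariate gave 0.015 with diabetes at a mean of 0.078.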

Given the well supported hypothesis that a feed-forward cycle of inflammation and neurovascular dysfunction is a causative factor in DR development [51,52], it is not surprising that the majority of genes dysregulated with diabetes and not normalized by insulin are implicated in inflammatory responses and neuronal and vascular function. As such, these changes may represent the first stages of this feed forward cycle. 

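Interleukin 1 beta mRNA lay near the detection limit and tumor necrosis factor mRNA below it on these arrays. Il1b, a cytokine of innate immunity, had a detection p under 0.05 on 10 of 19 arrays (2 of 7 control, 4 of 5 diabetic and 4 of 7 insulin-treated), with a median average-normalized signal of 19.6. Tnf, another pro-inflammatory cytokine, passed on 0 of 19 arrays, with a median signal of 9.84 and a lowest detection p of 0.0558. Neither cytokine gene was detected on all arrays of a group, so no fold change was computed, and a difference in their mRNA was not tested.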

Some previously reported pro-inflammatory molecules (e.g, IL-1β and TNFα) were not detectable, suggesting a low level of mRNA expression. Recent reports have emphasized the dependence of the duration of hyperglycemia on the induction of these factors [53]. Future studies will need to assess whether the observed induction of pro-inflammatory factors, such as Ccr5, Litaf, Txnip, and Jak3, result in further activation of prototypical inflammatory signals at a later time.

These results also agree with the clinical findings of past hyperglycemic periods continuing to confer an increased the risk of DR and other diabetic complications long after restoration of euglycemia [5]. Additional studies are needed to examine other complications for similar molecular profiles. This ability of insulin to normalize much, but not all, of the non-diabetic control transcriptomic phenotype may attenuate or delay the development of DR pathology, but ultimately the continued dysregulation of neuronal, vascular, and inflammation related genes may lead to more classical aspects DR development such as edema, leukostasis, and neuronal apoptosis.

The regulatory mechanisms underlying the retinal gene expression changes observed in this study remain to be determined. The nearly complete normalization of the majority of diabetes-induced changes (Rescued and Prevented categories) by insulin treatment points to their regulation by insulin signalling and/or hyperglycemia. Expression of genes in the Not Rescued category was not correlated to blood glucose or glycosylated hemoglobin and first occur after just one month of diabetes and before we have observed changes in retinal vascular permeability or apoptosis [14]. This indicates that the dysregulation of these genes is most likely not due to irreversible tissue damage. Previous reports suggest that many of the genes observed to be treatment resistant are localized to Müller, endothelial, and neuronal cell populations. While further studies are necessary to localize these changes to specific cell types, these results suggest that the observed changes are not the result of deposited leukocytes. An alternate mechanism for the un-responsiveness of these genes may be through epigenetic mechanisms such as altered chromatin status or differential DNA methylation of promoter regions [37,54]. Genes in the Not Prevented and Partially Prevented groupings are unchanged at 1 month of uncontrolled diabetes but are dysregulated at three months of diabetes despite blood glucose control for the prior 1.5 months. These dysregulations may occur, despite insulin therapy, as a secondary effect of the genes not rescued with insulin or due to the non-physiologically regulated release of insulin in these rats.

Future studies will need to examine the effects of intensive insulin therapy or beta cell transplantation on normalization of retinal gene expression. Ultimately, protein expression studies and localization of changes to specific cellular populations will help provide the necessary distinction between adaptive and pathological changes. We have already characterized a small number of insulin therapy resistant changes in retinal protein expression with diabetes [18] and these transcriptomic findings suggest that the quantitative proteomic analysis of retinal protein expression not normalized by insulin treatment is warranted. Individually, the genes discovered in this study to be not normalized by insulin treatment are targets for functional analyses using genetic and pharmacological approaches. Drug discovery efforts that target diabetes-related molecular alterations that are not normalized by insulin are needed to develop an adjuvant therapy that, in conjunction with insulin replacement, restores retinal gene expression and tissue function to a healthy state.

## Conclusions

The goal of the current study was to identify molecular alterations induced in the retina with diabetes that are not normalized by chronic insulin treatment, using a well-characterized rodent model of insulin-dependent diabetes. Transcriptomic analysis and extensive targeted confirmations demonstrated that, although insulin normalizes expression of the majority of genes altered after three months of untreated diabetes, expression of a number of genes remain partially or totally not normalized following therapy. This work demonstrated 1) that insulin alone is insufficient to completely return the diabetic retinal molecular phenotype to a non-diabetic control state, and 2) that the limitations of insulin therapy are manifested as both a failure to reverse some alterations that occur before the initiation of insulin therapy and an inability to prevent some changes that occur after the initiation of therapy.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

GVB conducted the microarray and qPCR assays and contributed to manuscript preparation. HDV performed informatic analyses and prepared the manuscript. RMB carried out the microarray data analysis. SRK assisted in the design of the experiment and contributed to the writing of the manuscript. SKB performed the animal experiments and contributed to the writing of the manuscript. WMF designed the study, prepared the figures and edited the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/4/40/prepub

## Supplementary Material

Additional file 1 **Gene names and qPCR primers**. Full genes names, identifiers, aliases, and TaqMan probe numbers for genes examined in qPCR experiments. Click here for file

Additional file 2 **Not Normalized probes**. Microarray data for the probes in the Not Normalized cluster. Data provided includes the Illumina ProbeID, p-value for each pair-wise comparison, fold change and direction of regulation for each pairwise comparison, gene symbol, Entrez Gene ID#, and gene name. Click here for file

Additional file 3 **Partially Normalized probes**. Microarray data for the probes in the Partially Normalized cluster. Data provided includes the Illumina ProbeID, p-value for each pair-wise comparison, fold change and direction of regulation for each pairwise comparison, gene symbol, Entrez Gene ID#, and gene name. Click here for file

Additional file 4 **Normalized probes**. Microarray data for the probes in the Normalized cluster. Data provided includes the Illumina ProbeID, p-value for each pair-wise comparison, fold change and direction of regulation for each pairwise comparison, gene symbol, Entrez Gene ID#, and gene name. Click here for file

Additional file 5 **Inverted probes**. Microarray data for the probes in the Inverted cluster. Data provided includes the Illumina ProbeID, p-value for each pair-wise comparison, fold change and direction of regulation for each pairwise comparison, gene symbol, Entrez Gene ID#, and gene name. Click here for file

Additional file 6 **Normalized network**. Example gene network normalized with insulin treatment. A gene network centered around c-myc that was differentially expressed with diabetes was almost completely normalized by insulin treatment. Expression values for the control versus diabetic groups are presented in A and for the insulin-treated diabetic versus diabetic comparison in B. Relationships are presented as lines and arrows. Red lines represent activation or positive regulation of expression while green lines indicate inhibition or negative regulation of expression. Grey lines are known protein-protein interactions and dashed lines are indirect relationships. Gene symbols are coded as green for significantly reduced expression, red for significantly reduced expression, and white for no change in expression. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

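Retinal mRNA was measured on Illumina RatRef-12 arrays, 1 per rat, in 7 non-diabetic controls, 5 diabetic rats and 7 insulin-treated diabetic rats. The arrays of each group lay on 2 BeadChips. The authors summarised the bead intensities, subtracted the background and multiplied each array to a common mean (average normalization) in GenomeStudio, version 1.0.6 in the submitters' notes, and deposited these intensities on a linear scale beside the non-normalized bead intensities. Another deposited table holds the same values as the average-normalized one, 22517 of 22517 probes with identical values, and was used to join probes to their annotation. The authors' detection p-value, which GenomeStudio computes against negative control probes and which was deposited without change, accompanies every signal. The 19 detection columns of the non-normalized table were not used.

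The signals used are the average-normalized ones, with values under 10 set to 10, on the log2 scale. Probes with a detection p under 0.05 on every array of at least 1 group were tested, and 7345 genes are represented among them, 79 by several probes, of which that with the highest mean signal was taken. The annotation names 13259 probes and leaves 9258 without a symbol, and 291 probe identifiers occur more than once in the tables.

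Groups were compared with limma 3.58.1 in R 4.3.3, all 3 groups in 1 model without covariates, and p values were adjusted by Benjamini-Hochberg over the detected probes. limma's standard errors and p values borrow the spread of all probes, which is why p values with groups of 5 and 7 are given from it. The study's 4 response groups were formed from unadjusted limma p under 0.05 and a fold change over 1.2 in the 3 comparisons. Scores of single animals were compared with exact two-sided permutation tests. The share score uses probes changed between diabetic and control rats, with each diabetic and control array left out of its own probe list and control mean. Simulations of unchanged groups shuffled the residuals of all arrays over the 3 groups. Each draw thus had its own 7 simulated controls, shared by both comparisons with control. These mix arrays of all groups, so their spread can differ from that of the real controls. The simulations used 1000 draws for the covariance and 100 for the response groups.

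The 32 gene lists cover pathways of the diabetic retina, retinal cell types, other tissues that a dissected retina could carry, ribosomal proteins and the respiratory chain. They were tested with camera at the preset correlation of 0.01, with camera at an estimated correlation and with fry (all in limma), adjusted over the lists. Lists, tests, the rule for named genes and most alternatives were fixed before the data were examined. The rule names every gene the paper names as measured, whose published values had been seen, the 10 probes that rose and the 10 that fell most per comparison, up to 4 members per list by smallest p and the brightest member, and the 6 largest changes per direction in each response group. Ddx18 lies outside it. Tables and figures were made with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and Fisher's exact test with scipy 1.17.1.

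The alternatives were floors of 1 and 50, a detection p under 0.01 or 0.4, no filter, quantile normalization, neqc with an offset of 16, non-normalized signals centred on each array's median, an intensity trend, array weights, the methods' t-test and its version for unequal variances, only the 2 groups compared, the replicate number or the BeadChip as a block, each array left out in turn, an unadjusted p under 0.02, adjusted p for the response groups, no fold threshold, the mean of a gene's probes, the probes at the study thresholds for the share score, and controls split by replicate number. The lens score as a covariate, the arrays without the 2 of lowest array weight, and each BeadChip alone were added after the values had been seen. The lens score is the mean of the lens genes on an array. Ranges of adjusted p over the alternatives cover those fixed before the data were examined.

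The procedure was tested on simulated data with normal noise of each probe's own spread, independent between probes, to which changes were added (5 data sets of 10718 probes). In the simulated comparison of diabetic with control rats it recovered 90.4% of probes changed by 1 on the log2 scale, with 7.2 false calls on average, and camera recovered each of the 3 shifted lists in 5 of 5 data sets. The qPCR, immunoblot, body weight, blood glucose, motif and pathway measurements of the paper were not analysed here, nor was the sequence of the probes. The annotation status of 1 gene is not reported here.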

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

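The tests of explanations in this part were chosen only after the results had been seen, except that the counts without single arrays had been planned, and their decision limits were changed after the values were known. Single arrays stood apart from the others of their group in 4 of 93 tested gene and group combinations, by Dixon's criterion, which chance meets in about 1 of 20. The log2 signal of the cytokine kinase gene Jak3 was 9.88 in insulin-treated replicate 3, next to 8.74 in the nearest rat of that group. The same rat had the group's extreme for the potassium channel subunit gene Kcne2 (7.65, nearest 8.35) and for the protease inhibitor gene Timp1 (9.30, nearest 7.60). The NF-kB subunit gene Rela was 6.43 in control replicate 3 (nearest 6.62).

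Lens genes, 2 of which the paper's Normalized table lists and whose tissue its methods remove at dissection, had a mean log2 difference of -3.18 between insulin-treated and diabetic rats, and the bright lens gene Cryba2 had a mean log2 signal of 13.31 in control, 13.81 in diabetic and 10.89 in insulin-treated rats. Regulation of crystallin genes alone is excluded as the whole explanation: the 5 lens genes that are not crystallins had a median of -3.28 (median standard error 0.92) and the crystallins -3.04. The BeadChip is excluded too, since the smaller of the differences within a BeadChip was -2.29 and the other -4.47. Lens tissue left on some retinas may explain the pattern, as lens genes moved together within the control rats at a median r of 0.782 over 55 pairs (-0.0310 to 0.998). A change of the lens or of lens genes in the retina with diabetes or insulin stays open, as untested, and 0 of the list's genes are in another list.

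Between insulin-treated and diabetic rats 1117 probes changed, and 876 of them were not among those changed between diabetic and control rats. With the lens score as a covariate the median fold size over these probes was 82.4% of that without it (jackknife standard error 13.8), from 0.45 to 0.37 on the log2 scale, while the median standard error grew from 0.11 to 0.15 and 2 probes stayed called, so lens tissue and insulin treatment cannot be told apart here, because the lens score itself differs between the groups. In diabetic against control rats 107 of 299 called probes stayed called, and the median fold size over the 299 was 0.45 without and 0.45 with the covariate (median standard error 0.11 and 0.12), so the lost calls are no evidence of lens tissue as their cause. Diabetic replicate 2 may account for part of the count, since 49.1% as many probes were called without it, against 76.6, 135, 59.0 and 109% without diabetic replicates 1, 3, 4 and 5. An effect of insulin treatment stays open beside both.

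Gliosis genes varied between rats of a group, and their score followed the leukocyte markers at r = 0.814 over deviations from the group means (19 rats, permutation p = 0.00068, adjusted over 4 relations 0.00272; 0.874 and 0.706 on BeadChips 1 and 2, 0.606 without the 2 most extreme rats, 0.666 within control and 0.771 within insulin-treated rats). The markers are 6 genes in no other list, Aif1, Laptm5, Mpeg1, Coro1a, Ctss and Cd3e, most of which resident microglia can also express, so leukocytes in the sample or activated microglia may explain it. Against the lens score r was 0.516 (permutation p = 0.0266), with 0.751 without the 2 most extreme rats, 0.910 within control, 0.850 within insulin-treated rats, 0.814 on BeadChip 1 and -0.0588 on BeadChip 2, so lens tissue may explain part of it too, though the value on BeadChip 2 does not point that way. A response of glia to diabetes that differs between rats stays open, as untested. Against complement and basement membrane genes the lens score had r = 0.593 and 0.605 (adjusted permutation p = 0.0199 and 0.0219).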

How the results depend on the processing

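The lens score as a covariate, each BeadChip alone and the fit without the 2 arrays of lowest weight were chosen after seeing the data. Diabetic against control counts were unchanged within a factor of 1.5 under a floor of 1 and the BeadChip as a block. The deposited matrix values gave the same counts, but they are identical to the main input and so are no separate check. The count of 299 changed probes also stayed within this factor, from 215 to 389, in further settings. These were a floor of 50, a detection p under 0.01 or 0.4, the other scalings, an intensity trend and array weights. Counts that moved by more than 1.5 times, or values that moved by more than the spread or crossed the test, were as follows, and the cause was not tested. Floor of 50: insulin-treated against control probes 0, Not Normalized 32, Inverted 12. Detection p under 0.01: insulin-treated against control probes 0. Detection p under 0.4: Not Normalized 130, covariance 0.00967. No filter: detected probes 22517, diabetic against control probes 107, insulin-treated against control probes 0, insulin-treated against diabetic probes 595, share score 4.26. Quantile normalization: insulin-treated against control probes 2, insulin-treated against control lists 5. Neqc: insulin-treated against control probes 3, Not Normalized 50, insulin-treated against control lists 5. Non-normalized signals centred on the median: probes at the study thresholds 727, Not Normalized 26, Partially Normalized 208, Normalized 483, Inverted 10. Intensity trend: insulin-treated against control probes 0. Array weights: insulin-treated against control probes 101. Methods' t-test: diabetic against control probes 154, insulin-treated against control probes 0, insulin-treated against diabetic probes 347, Inverted 11, insulin-treated against control lists 1. Welch's version: diabetic against control probes 23, insulin-treated against control probes 0, insulin-treated against diabetic probes 66, probes at the study thresholds 988, Not Normalized 53, Normalized 613, Inverted 10, insulin-treated against control lists 1. Only the 2 groups of the contrast: diabetic against control probes 102, insulin-treated against diabetic probes 584. Replicate block: diabetic against control probes 80, insulin-treated against control probes 0, insulin-treated against diabetic probes 482. Benjamini-Hochberg adjusted p in place of the unadjusted p: Not Normalized 0, Partially Normalized 64, Normalized 231, Inverted 0. No fold threshold: Not Normalized 132, Inverted 54. Controls split into odd and even replicate numbers: covariance -0.00771. Camera with an estimated correlation: diabetic lists 0, insulin-treated against control lists 0, insulin-treated against diabetic lists 0. Fry: diabetic lists 4, insulin-treated against control lists 0. Lens score as a covariate: diabetic against control probes 116, insulin-treated against control probes 0, insulin-treated against diabetic probes 2, covariance 0.0119, insulin-treated against control lists 5, insulin-treated against diabetic lists 3. Without the 2 arrays of lowest array weight: diabetic against control probes 64, insulin-treated against diabetic probes 540, Inverted 39, covariance -0.00309. BeadChip 1 only: diabetic against control probes 21, insulin-treated against control probes 0, insulin-treated against diabetic probes 25, Not Normalized 131, Inverted 15, share score 31.5, covariance 0.0246, insulin-treated against control lists 5. BeadChip 2 only: diabetic against control probes 0, insulin-treated against control probes 24, insulin-treated against diabetic probes 337, Inverted 77, share score 12.2, covariance 0.0172, insulin-treated against control lists 8. The replicate numbers do not pair the samples, with 4 of 17 same-numbered pairs correlated over 0.1 and 2 best matches, so the replicate block (80, 0 and 482 probes in the 3 comparisons) is no better design. Leaving out each array in turn gave these ranges: detected probes 10732 to 10802, diabetic against control probes 104 to 387, insulin-treated against control probes 1 to 19, insulin-treated against diabetic probes 549 to 1512, probes at the study thresholds 1132 to 1919, Not Normalized 56 to 115, Partially Normalized 335 to 522, Normalized 694 to 1273, Inverted 13 to 37, share score 1.18 to 16.7, covariance -0.00353 to 0.00874, diabetic lists 8 to 12, insulin-treated against control lists 1 to 6, insulin-treated against diabetic lists 9 to 13. Single arrays that moved a count by more than 1.5 times were: diabetic against control probes 104 without control replicate 1, 130 without control replicate 2, 116 without control replicate 3, 126 without control replicate 5, 178 without control replicate 6, 104 without control replicate 7, 112 without diabetic replicate 2, 172 without diabetic replicate 4, 157 without insulin-treated replicate 2; insulin-treated against control probes 19 without control replicate 1, 10 without control replicate 3, 2 without control replicate 6, 2 without insulin-treated replicate 6, 2 without insulin-treated replicate 7; covariance 0.00873 without control replicate 1, 0.00874 without control replicate 3, -0.00353 without diabetic replicate 3, -0.00305 without diabetic replicate 5; insulin-treated against control lists 5 without control replicate 1, 5 without control replicate 2, 1 without control replicate 4, 6 without insulin-treated replicate 6, 5 without insulin-treated replicate 7; insulin-treated against diabetic probes 549 without diabetic replicate 2, 659 without diabetic replicate 4, 735 without insulin-treated replicate 2, 711 without insulin-treated replicate 5, 721 without insulin-treated replicate 6, 707 without insulin-treated replicate 7; Inverted 37 without diabetic replicate 3, 13 without diabetic replicate 4, 37 without diabetic replicate 5. Among lists and genes called in the main fit or the alternative, some reversed. For lists this means the direction of the test relative to all other genes, for genes the sign of the fold change. In diabetic against control rats it was respiratory chain, to a mean of -0.048 without diabetic replicate 2. In insulin-treated against control rats it was complement, to 0.33 with the lens score as a covariate, and basement membrane and matrix, at -0.12 on BeadChip 1. In insulin-treated against diabetic rats it was glucose transport, glycolysis and polyol at -0.0076 and respiratory chain at 0.060, both on BeadChip 1. Cryba1 and Crygc turned to 0.14 and 0.23 in that comparison with the lens score as a covariate. Other called lists changed only the sign of their mean. On BeadChip 2 these were lens (-0.018) and basement membrane (-0.0057) with diabetes and immediate early genes (0.15) with insulin against diabetes. With the lens covariate, ribosomal proteins were another (0.020, insulin against diabetes). Without single arrays the respiratory chain mean for diabetic against control had a highest value of 0.041. Of values of named genes under these alternatives 14384 stayed on their side of the threshold, 705 lost a call and 169 gained one, apart from single arrays and the choices made later. Signal over background limits genes near the detection limit, where the floor acts.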

Differences from the paper's values

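By limma at the paper's stated thresholds the Inverted group holds 24 probes here, and it holds 8 in the paper. The paper's methods name a pairwise t-test, and with that test the count here is 11, so the test used is part of the difference. The compared groups are not alike, since the paper gives 8 control rats and 7 control arrays were analysed here, and the paper states both P under 0.02 and P under 0.05, of which 0.05 was used. Of the alternatives fixed before the data were examined, the value lies within 1.5 times the paper's under floor of 50 (12), non-normalized signals centred on the median (10), methods' t-test (11), Welch's version (10), and it does not under floor of 1 (21), detection p under 0.01 (21), detection p under 0.4 (19), no filter (17), quantile normalization (24), neqc (17), series matrix values (24), intensity trend (25), array weights (32), only the 2 groups of the contrast (16), replicate block (27), BeadChip as a block (21), Benjamini-Hochberg adjusted p in place of the unadjusted p (0), no fold threshold (54), nor without any single array (13 to 37). The other counts that the paper states, of detected probes, probes at the study thresholds and the remaining response groups, are within 1.5 times of those here.

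The paper's Additional tables were matched by gene to the brightest probe of each gene here. In the Partially Normalized table 287 of 514 entries of the p column for insulin-treated rats are negative, which a p value cannot be. In the Normalized table the insulin column correlates at r = 0.999 with insulin-treated against diabetic rats here and at 0.587 with insulin-treated against control, over 576 matched entries. Of matched genes 29 of 39 in the Not Normalized, 196 of 351 in the Partially Normalized and 7 of 7 in the Inverted table fall in the same group here, and 352 of 353 matched Partially Normalized entries change in the same direction with diabetes.

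The paper places Vegf and NF-kB as nodes in a network built from its Not Normalized genes, which it calls insensitive to insulin. A place in that network is not a measurement of the node's own mRNA, and the paper's text does not name Nfkb2. Here Vegfa and Nfkb2 fall in the Normalized group, with -0.61 and 1.36 in diabetic against control rats and 0.64 and -1.42 in insulin-treated against diabetic rats (log2), and the paper's own Normalized table holds Vegfa. The paper finds MYC-regulated genes in excess in the Normalized group. On the list used here, another gene set, 2 of 32 genes are in that group (exact p = 0.765). The paper describes the control expression pattern as incompletely restored, from a small set of probes at an unadjusted p together with qPCR and protein measurements. Here 1 probe differs between insulin-treated and control rats by limma's adjusted p (963 at an unadjusted p, 101 with array weights, 0 by the methods' t-test), and the share score is 9.53% in insulin-treated and 21.8% in control rats. The score averages 299 probes, 248 of them in the Normalized group, so it cannot show whether a minority stays changed. By unadjusted p and fold change 84 probes are Not Normalized here. Simulated unchanged groups gave 54.4 on average, from shorter lists (a mean of 352 probes at the study thresholds, against 1534). Independent lists as long as the real ones would share 57.4 in the same direction, but without shared controls. Neither reference matches the real lists in both respects, so it stays open whether the 84 exceed chance. A p that misses the threshold does not show that the groups are equal, and Mt1, Lad1 and Txnip stand 0.80, 0.86 and 0.53 above control (adjusted p = 0.225, 0.229 and 0.418). Of the qPCR genes and Vegfa, 6 of 6 that the paper's tables call Normalized, 7 of 10 Not Normalized and 2 of 6 Partially Normalized fall in the same group here. A2m and Fabp7 are Partially Normalized here, Litaf, Icam1, Jak3 and Serping1 Normalized and Rgr Not Normalized. Some lay near the limit, with an unadjusted limma p against control in insulin-treated rats of 0.0503 for Litaf, 0.0778 for A2m and 0.0928 for Fabp7. Litaf and Jak3 stood 0.33 and 0.26 above control there, and the paper finds both still raised with insulin by qPCR and immunoblot. For other genes its qPCR goes with the groups here rather than with its array tables. It calls A2m and Fabp7 partially prevented, Icam1 and Serping1 (C1-Inh) prevented and Rgr not rescued. Conversely, it calls Dcps rescued and Drd5 prevented, where both are Not Normalized here and in the paper's array tables.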

Other observations

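Genes of hypoxia and VEGF moved in both directions with diabetes. Of 15 measured 2 rose, Pgf and Hmox1, and 1 fell, Vegfa, with a mean of 0.056 with camera adjusted p = 0.818 and in insulin-treated against diabetic rats a mean of -0.21 with camera adjusted p = 0.456. Hmox1 fell by 1.87 with insulin (standard error 0.50, adjusted p = 0.0248, in 7 of 7 rats). Among 22 genes of ER stress and the amino acid response 2 fell with diabetes, Herpud1 and Chac1 (a mean of -0.20 with camera adjusted p = 0.148), and with insulin 3 rose, Herpud1, Chac1 and the ATF4 target Trib3, and 1 fell, the serine synthesis gene Phgdh (a mean of 0.14 with camera adjusted p = 0.407). Trib3 rose by 0.83 (standard error 0.25, adjusted p = 0.0441), in 7 of 7 rats.

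Of 15 genes of the FOXO, fasting and glucocorticoid response 2 rose with insulin against diabetes, Foxo3 by 0.48 (adjusted p = 0.0248) and Klf9 by 0.33 (adjusted p = 0.0283), in 7 and 7 of 7 rats (a mean of 0.16 with camera adjusted p = 0.178, fry adjusted p = 0.0446), and 1 rose with diabetes, Txnip (a mean of -0.12 with camera adjusted p = 0.16). Circadian clock genes had a mean of -0.26 with camera adjusted p = 0.0687 with diabetes (fry adjusted p = 0.0435) and a mean of 0.25 with camera adjusted p = 0.118 with insulin against diabetes (fry adjusted p = 0.0292), where the clock repressor Cry1 rose by 0.56 (adjusted p = 0.0148). Heat shock and metallothionein genes had a mean of 0.21 with camera adjusted p = 0.52, with Mt1 higher and Dnajb1 lower. Cholesterol and fatty acid synthesis had a mean of -0.11 with camera adjusted p = 0.191 with diabetes and a mean of 0.034 with camera adjusted p = 0.886 with insulin against diabetes, where Dhcr7 fell by 0.46 (adjusted p = 0.0194). Microglia and leukocyte genes had a mean of 0.21 with camera adjusted p = 0.0687 with diabetes, with 0.76 and -0.14 on BeadChips 1 and 2. Erythrocyte genes had a mean of 0.32 with camera adjusted p = 0.407, extraocular muscle genes a mean of -0.0044 with camera adjusted p = 0.53 and pigment epithelium genes a mean of -0.11 with camera adjusted p = 0.407 with insulin against diabetes.

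Each count was compared with those of other splits of the same arrays into groups of the same sizes, 100 splits each with the real one. Chance can be excluded for diabetic against control probes (real 299, highest other 68, 1 as large), insulin-treated against diabetic probes (real 1117, highest other 666, 1 as large), probes at the study thresholds (real 1534, highest other 1004, 1 as large), Normalized (real 980, highest other 743, 1 as large). It cannot for insulin-treated against control probes (real 1, highest other 3, 5 as large), Not Normalized (real 84, highest other 325, 18 as large), Partially Normalized (real 446, highest other 814, 7 as large), diabetic lists (real 10, highest other 17, 24 as large), insulin-treated against control lists (real 3, highest other 14, 69 as large), insulin-treated against diabetic lists (real 12, highest other 15, 8 as large). For Inverted (real 24, highest other 11, 1 as large) the splits met the limit fixed beforehand for excluding chance. Independent lists as long as the real ones would share 36.4 probes in opposite directions, but shared controls make such overlaps rarer. Unchanged groups gave 0.47 on average, from shorter lists (a mean of 352 probes at the study thresholds, against 1534). Neither reference matches the real lists in both length and shared controls, so it stays open whether the Inverted group exceeds chance. At an unadjusted p and a fold change of 1.2, 655 probes passed in insulin-treated against control rats (highest other 779, 5 as large) and 2095 in insulin-treated against diabetic rats (highest other 2117, 2 as large). The split with 666 probes keeps 10 of 12 insulin-treated and diabetic arrays together as in the real groups, with the group names exchanged, so it carries part of the real difference. The split with 325 Not Normalized probes keeps 8 of 19 together under the best exchange of names, where other splits keep a mean of 9.31, so it may follow a structure of the samples other than the groups, which was not identified.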
